# Nicotinamide riboside attenuates age-associated metabolic and functional changes in hematopoietic stem cells

**DOI:** 10.1038/s41467-021-22863-0

**Published:** 2021-05-11

**Authors:** Xuan Sun, Benjamin Cao, Marina Naval-Sanchez, Tony Pham, Yu Bo Yang Sun, Brenda Williams, Shen Y. Heazlewood, Nikita Deshpande, Jinhua Li, Felix Kraus, James Rae, Quan Nguyen, Hamed Yari, Jan Schröder, Chad K. Heazlewood, Madeline Fulton, Jessica Hatwell-Humble, Kaustav Das Gupta, Ronan Kapetanovic, Xiaoli Chen, Matthew J. Sweet, Robert G. Parton, Michael T. Ryan, Jose M. Polo, Christian M. Nefzger, Susan K. Nilsson

**Keywords:** Stem cells, Haematopoietic stem cells

## Abstract

With age, hematopoietic stem cells (HSC) undergo changes in function, including reduced regenerative potential and loss of quiescence, which is accompanied by a significant expansion of the stem cell pool that can lead to haematological disorders. Elevated metabolic activity has been implicated in driving the HSC ageing phenotype. Here we show that nicotinamide riboside (NR), a form of vitamin B3, restores youthful metabolic capacity by modifying mitochondrial function in multiple ways including reduced expression of nuclear encoded metabolic pathway genes, damping of mitochondrial stress and a decrease in mitochondrial mass and network-size. Metabolic restoration is dependent on continuous NR supplementation and accompanied by a shift of the aged transcriptome towards the young HSC state, more youthful bone marrow cellular composition and an improved regenerative capacity in a transplant setting. Consequently, NR administration could support healthy ageing by re-establishing a more youthful hematopoietic system.

## Abstract (web summary)

Aged hematopoietic stem cells (HSC) are characterised by reduced regenerative potential and a loss of quiescence. Here, the authors show nicotinamide riboside treatment shrinks the age-enlarged stem cell pool and shifts aged HSC functionally, metabolically and molecularly towards the young state.

## Introduction

Ageing involves progressive deterioration of cellular function and is one of the greatest risk factors for developing a large cohort of debilitating diseases, including disorders of the hematopoietic system^1^. Hematopoietic stem cells (HSC) are responsible for the lifelong production of all circulating blood cells. With age, HSC undergo changes in function and phenotype, including compromised regenerative potential, loss of quiescence and increased metabolic activity, which is accompanied by a significant expansion of the HSC pool and differentiation skewed towards the myeloid lineage^1–3^. Consequently, HSC ageing is associated with immune senescence and can also lead to the development of haematological disorders such as anaemia and blood cancer^1,4,5^. In addition, aged HSC (donors > 45 years) have a reduced capacity to reconstitute hematopoiesis in clinical transplants, exacerbating the shortage of bone marrow (BM) donors^6,7^. Hence, agents that reverse or mitigate HSC ageing would not only have a tremendous socio-economic impact but also enable healthy ageing.

Although the molecular mechanisms underlying HSC ageing are actively debated, emerging evidence suggests changes in HSC metabolism directly contributes to the functional defects associated with ageing^8–10^. Under young homoeostatic conditions, HSC are in a metabolically inactive, primarily glycolytic and quiescent state, but can temporarily convert to a metabolically active, oxidative phosphorylation-driven and proliferative state on demand to replenish the blood system^11,12^. Upon ageing, the majority of HSC gradually leave their quiescent state to become permanently metabolically more active^10,13^. As such elevated levels of mitochondrial stress have been linked to the age-altered metabolic HSC state^14^. Autophagy is associated with health and longevity and is critical for protecting HSC from metabolic stress. Metabolic re-wiring has been associated with reduced autophagy in aged HSC, causing an accumulation of mitochondria and an activated metabolic state, impairing HSC regenerative potential^10,15^.

Nicotinamide adenine dinucleotide (NAD) and its related co-enzymes (NADH, NADP^+^ and NADPH) are central mediators of metabolic processes. NAD itself plays an essential role in maintaining metabolic homoeostasis, functioning as a hydride group receptor by accepting electrons from other metabolites derived from different metabolic pathways, to form NADH. The electron transfer properties of NAD/NADH are critical for many cellular functions, including DNA synthesis, mitochondria respiration, energy production and metabolism^16–20^. As such, a range of metabolic stressors can disturb one or more NAD metabolites, including alcohol consumption^21^, overnutrition and type 2 diabetes^22^, circadian disruption^23^, DNA damage^24^ postpartum^25^, as well as heart failure and tissue injuries^26,27^. Furthermore, CD38, a NAD degrading enzyme, is widely expressed on cells of the immune system and upregulated by an array of inflammatory mediators^28^. Thus, it is not surprising that NAD levels decline with age in many tissues and organs^29^. Therefore, NAD precursors have recently emerged as promising therapeutic agents for age-related regenerative decline and its associated diseases. Indeed, NAD precursor administration effectively restored NAD levels in a variety of tissues of aged mice, and successfully reversed the age-related stem cell dysfunction in a number of organ systems: including skeletal muscle, brain, skin and endothelium^17,30–32^. Critically, the NAD precursor nicotinamide riboside (NR)^33^ has recently been shown to decrease the overall metabolic activity of young HSC through increased mitochondrial clearance, augmenting hematopoiesis and regenerative capacity^34^. However, the metabolic, functional and molecular impact of NR treatment on aged HSC and whether this can restore a more youthful function is an unresolved question of critical importance.

Here, we report that NR administration to aged mice attenuates the age-associated metabolic and functional changes in HSC; restoring a youthful metabolism accompanied by reduced mitochondrial network size, a transcriptional shift towards the young state, a more young-like BM cellular composition and importantly, improved regenerative capacity in a transplant setting. Metabolic correction is dependent on continuous supplementation of NR, with cessation of treatment resulting in reversion to the original ageing state. The data identifies NR administration, a form of Vitamin B3 with excellent preclinical/clinical safety profiles^33,35–37^, as an avenue to re-establish a more youthful hematopoietic system to ultimately support healthy ageing.

## Results

### NR treatment improves the cellular composition of the aged bone marrow

Previous studies have utilised NR at doses of 400–500 mg/kg/day for up to 8 weeks to improve the function of aged muscle, neural and intestinal stem cells^32,38^. To align with these studies, we used an 8-week treatment of 400 mg/kg/day of NR (Fig. 1a). As expected, the average number of BM cells was not altered as mice aged^39^, nor following NR treatment (Fig. 1b). However, aged BM (20–24 months of age) displayed the characteristic altered cellular composition compared to young mice (2–3 months, Fig. 1c–j and Supplementary Fig. 1a–g), confirming previous studies^40–42^. These changes included age-enlarged hematopoietic progenitor (HSPC, Fig. 1c, d and Supplementary Fig. 1a) and stem cell pool (HSC, Fig. 1c, e and Supplementary Fig. 1b). Importantly, NR treatment of aged animals leads to a significant decrease in the age-related expansion of the stem and progenitor pool (Fig. 1c–e and Supplementary Fig. 1a, b).

**Fig. 1:**
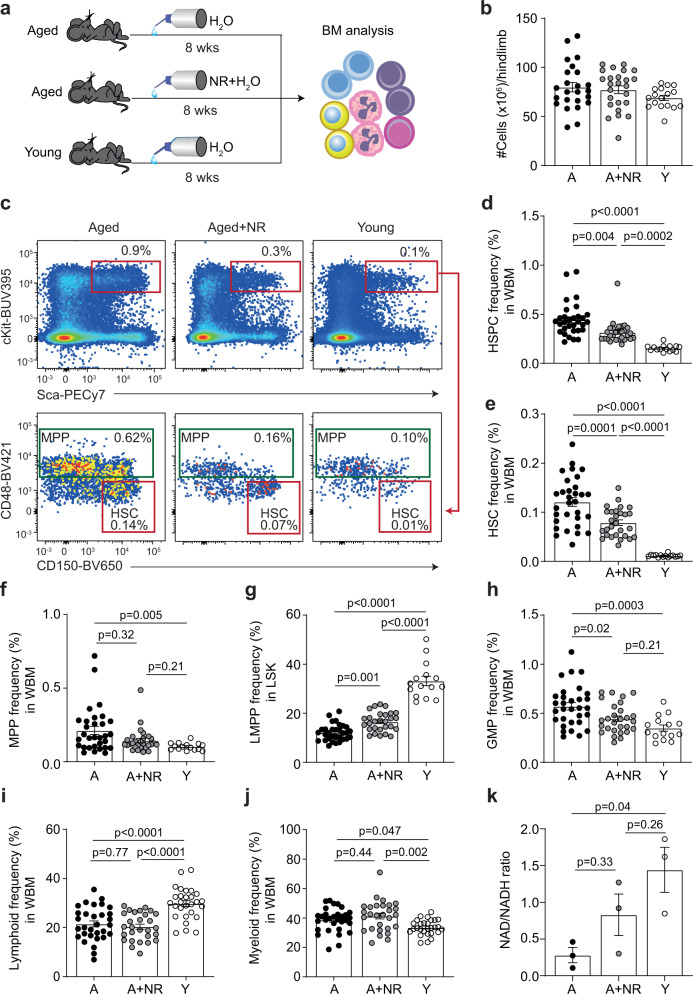
NR treatment improves the cellular composition of aged BM. **a** Schematic of the experimental setup. **b** Hind limb BM cellularity in aged (*n* = 24, biological replicates), NR-treated aged (*n* = 25, biological replicates) and young (*n* = 17, biological replicates) mice. **c** Representative flow cytometric dot plots for HSPC (Lin^−^Sca-1^+^cKit^+^), HSC (Lin^−^Sca-1^+^cKit^+^CD150^+^CD48^−^) and MPP (Lin^−^Sca-1^+^cKit^+^CD48^+^) in the BM of aged, NR-treated aged and young mice. **d**, **e** Incidence of **d** HSPC and **e** HSC in aged (*n* = 31, biological replicates), NR-treated aged (*n* = 28, biological replicates) and young (*n* = 15, biological replicates) mice. **f**–**h** Incidence of **f** MPP, **g** LMPP (Lin^−^Sca-1^+^cKit^+^CD34^+^Flt3^+^) and **h** GMP (Lin^−^CD127^−^Sca-1^−^cKit^+^CD34^+^CD16/32^+^). **i** lymphoid cells (CD3^+^, B220^+^) and **j** myeloid cells (Gr1/Mac-1^+^) in BM from aged (*n* = 31, biological replicates), NR-treated aged (*n* = 28, biological replicates) and young (*n* = 15, biological replicates) mice. Data are mean ± s.e.m. and is a pool across 8 separate collection days. Statistical analyses were performed using Kruskal–Wallis test, *p* = 0.16 (overall for **b**), *p* < 0.0001 (overall for **d**), *p* = 0.006 (overall for **f**) with individual groups compared using Dunn’s multiple comparisons test, *p*-values indicated for **b**, **d**, **f** and ordinary one-way ANOVA, *p* < 0.0001 (overall for **e**), *p* < 0.0001 (overall for **g**), *p* = 0.0003 (overall for **h**), *p* < 0.0001 (overall for **i**), *p* = 0.002 (overall for **j**) with individual groups compared using Tukey’s multiple comparisons test, *p*-values indicated for **e**, **g**, **h**, **i**, **j**. **k** Quantification of relative NAD levels in BM HSPC from aged (*n* = 3, biological replicates), NR-treated aged (*n* = 3, biological replicates) and young (*n* = 3, biological replicates) mice, represented as the ratio of NAD/NADH. NADH levels are unchanged in aged, NR-treated aged and young mice as shown in Supplementary Fig. 2l. Data are mean ± s.e.m. and statistical analysis was performed using Ordinary one-way ANOVA, *p* = 0.04 (overall for **k**) with individual groups compared using Tukey’s multiple comparisons test, *p*-values indicated. NR nicotinamide riboside, BM bone marrow, WBM total bone marrow, HSPC hematopoietic stem and progenitor cells, HSC hematopoietic stem cells, MPP multipotent progenitors, GMP granulocyte–macrophage progenitors, LMPP Lymphoid-primed multipotent progenitors, Y young, A aged, A + NR NR-treated aged animal. Source data are provided as a Source Data File.

In addition, the more committed progenitor populations such as multi-potent progenitors (MPP), lymphoid-primed multipotent progenitors (LMPP) and granulocyte/macrophage progenitors (GMP) were also significantly altered with age (Fig. 1f–h and Supplementary Fig. 1c–g), resulting in the expected myeloid lineage bias (Fig. 1i, j). Interestingly, NR treatment partially corrected the age-associated skewing of myeloid and lymphoid lineage cells at the progenitor level, with the incidence of LMPP significantly increased (Fig. 1g and Supplementary Fig. 1d–f) and the frequency of GMP significantly reduced (Fig. 1h and Supplementary Fig. 1d, e, g). However, the overall percentage of differentiated lymphoid and myeloid lineage cells was not significantly affected by NR treatment (Fig. 1i, j). This suggests that while NR had a normalising effect on the frequency of myeloid and lymphoid progenitors, treatment did not correct the age-disturbed abundance of differentiated lymphoid and myeloid cells.

In contrast to the pronounced effects of NR administration on the cellular composition of the aged BM compartment, 8 weeks of NR administration in young mice (treatment from 4 weeks of life) had no significant effects on the cellular BM composition compared to untreated animals (Supplementary Fig. 2a–k).

As reported for other tissues, including liver and skeletal muscle^17,19,32^, HSPC in aged mice had significantly reduced NAD compared to young mice (Fig. 1k and Supplementary Fig. 2l). Oral administration of NR to aged mice (20–22 months old) for 8 weeks boosted NAD levels to an intermediate state between young and aged HSPC, although the rescue from aged levels of NAD with treatment did not reach significance (Fig. 1k and Supplementary Fig. 2l). Together, the data demonstrate NR-mediated NAD replenishment partially attenuates the age-related changes in the cellular composition of the BM, most notably by decreasing the size of the age-expanded stem and progenitor cell pools.

### NR treatment shifts the aged HSC transcriptome towards a more youthful state

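HSC were isolated from young mice, aged mice and aged mice given NR, with 5 libraries per group, each labelled as 1 mouse. NR, a precursor of NAD, was given for 8 weeks at 400 mg per kg per day. The sample labels give an age of 6 to 12 weeks for young mice and 20 to 24 months for aged mice. The libraries were 3′ biased and carried a 10 bp unique molecular identifier (UMI), so that reads amplified from the same molecule could be counted as 1. The authors aligned the reads to the mouse genome build GRCm38, removed reads with duplicated UMIs, counted the rest on exons of GENCODE genes and deposited the counts per gene without normalisation, for 16154 genes that passed their filter. All 16154 genes had more than 2 CPM in at least 2 libraries, and 16122 had more than 5 counts in at least 2 libraries. The total count per library ranged from 2122221 to 3631395 in young HSC (median 2685764), from 764119 to 13318989 in aged HSC (median 6007460) and from 2486399 to 3595384 in HSC from NR-treated aged animals (median 3162434). The depth thus differed most among the aged libraries. The labels give female mice, but young replicates 1 and 5 held 104 and 108 CPM of 4 Y-linked genes together with Xist at 436 and 482 CPM. A gene with 3 counts or fewer was taken as not told from absence, and 3 counts correspond to 0.225 CPM of the total count in the deepest library and to 3.93 CPM in the shallowest. For differential expression, effective library sizes were computed with edgeR's TMM method, all 3 groups were fitted together with the group as the only factor, and each pair of groups was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Genes with an adjusted p under 0.05 were called differentially expressed. PCA and clustering used log2 CPM with a prior count of 10, and single values were compared between groups by exact permutation of the 10 libraries concerned. Replicate numbers denote different mice and were not treated as pairs. Gene positions are given for GRCm38.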

As HSC give rise to all hematopoietic cell types, we performed RNA sequencing (RNAseq) on HSC from young, aged and NR-treated aged animals to assess if a more youthful cellular BM composition was accompanied by molecular changes. A principal component analysis (PCA) (Fig. 2a) confirmed aged and young HSC cluster discretely from each other and agrees with previous reports^43–45^. 

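In the PCA of log2 CPM over the 500 most variable genes, the first component held 43.9% of the variance and the second 20.6%. Aged HSC had a mean score on the first component of 20.1 ± 5.34 (SD, n = 5) and young HSC of -6.23 ± 16.4 (SD, n = 5). The difference of 26.3 was larger than the spread between replicates by an exact permutation test (two-sided, p = 0.0317), but without aged replicate 3 it was 21.1 and no longer passed 0.05 (exact permutation test, two-sided, p = 0.0635). The aged libraries lay between 13.6 and 26.2, and the young libraries between -18.2 and 20.0, so the groups were not fully separated on this component alone. The highest young score belonged to young replicate 3, in which 1.48% of all counts fell on listed genes of mature blood cells. On the second component, all young libraries were above 8 and all aged libraries were below -3. With all genes in place of the 500 most variable, the difference between aged and young HSC on the first component was 57.6 (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow). Scores computed over different sets of genes have no common unit, so the sizes 57.6 and 26.3 are not compared.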

3388 genes were differentially expressed between young and aged HSC (Supplementary Data 1). 

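Of the 16154 genes tested, 3120 were differentially expressed between young and aged HSC. These were 1564 genes higher and 1556 genes lower in aged HSC. At an unadjusted p under 0.05, 5357 genes passed. For 2002 of the 16154 genes (12.4%), every library of one group lay above every library of the other, an arrangement that chance gives for 0.794% of genes with 5 libraries against 5. Among the settings tried, the requirement of an absolute log2 fold change of at least 1 moved the number most, to 1184 genes. The likelihood ratio test of edgeR called 3498 genes, 3071 of them among the 3120. With library totals alone in place of TMM, 29.1% of the called genes were higher in aged HSC, against 50.1% with TMM, and the median log2 fold change over all genes moved from -0.03 to -0.16. With DESeq2's size factors in place of TMM, 47.8% of the called genes were higher in aged HSC. The balance between age-upregulated and age-downregulated genes therefore changed with library totals alone, and little with DESeq2's size factors.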

Comparison of the age-regulated genes from a previously published study using comparable age groups and a similar HSC isolation strategy demonstrated significant overlap (Supplementary Fig. 3a)^45^, indicating both studies detect similar aspects of an aged HSC transcriptional signature.

**Fig. 2:**
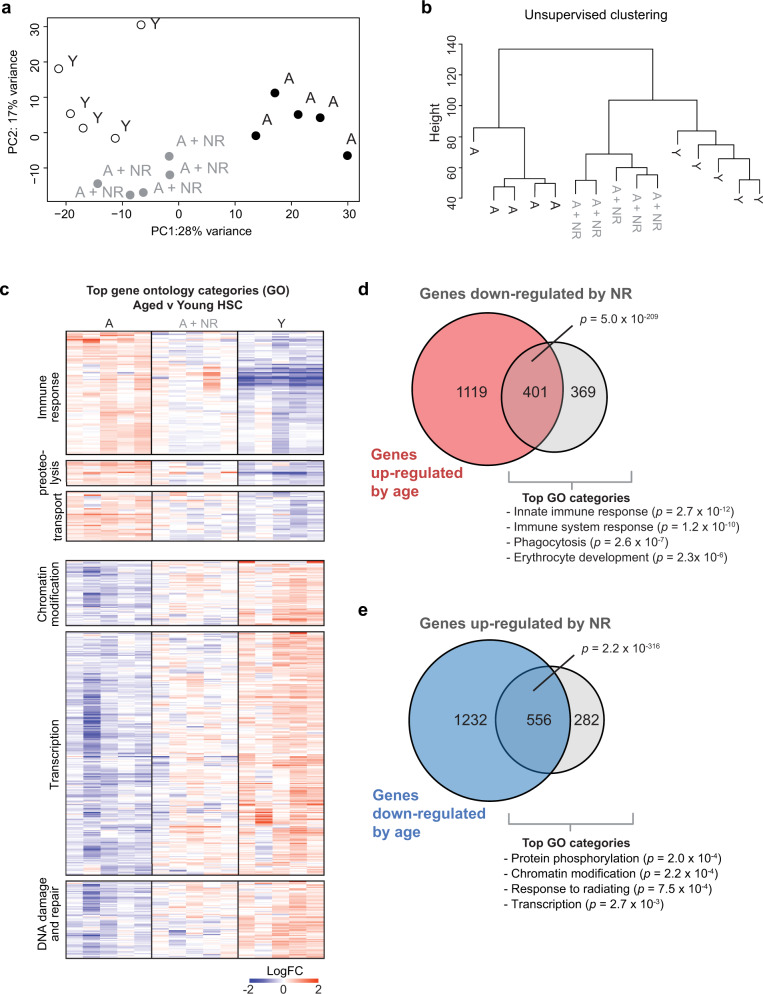
NR treatment shifts the aged HSC transcriptome towards a more youthful state. **a** Principal component analysis of RNA sequencing dataset for HSC from aged (*n* = 5, biological replicates), NR-treated aged (*n* = 5, biological replicates) and young (*n* = 5, biological replicates) mice. **b** Unsupervised clustering of the HSC RNAseq samples using all genes. **c** Heatmap representation of genes associated with key gene ontology categories for differentially expressed genes between young and aged HSC (false discovery rate < 0.05); the upper block is for age-upregulated genes, the lower block for age downregulated genes. **d** Venn diagram visualising overlap between age-upregulated genes (Y vs A, false discovery rate < 0.05) and genes downregulated by NR exposure (A vs A = NR, false discovery rate < 0.05) with associated gene ontology categories. **e** Venn diagram visualising overlap between age downregulated genes (Y vs A, false discovery rate < 0.05) and genes upregulated by NR exposure (A vs A = NR, false discovery rate < 0.05) with the associated gene ontology categories. Statistical analysis was performed using EdgeR (**c**) DAVID (**c**–**e**), or hypergeometric test with the R function phypher using lower.tail = FALSE with no multiple test correction (**d**, **e**). NR nicotinamide riboside, HSC hematopoietic stem cells, *p* = *p*-value, Y young, A aged, A + NR NR-treated aged animal.

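On the first component computed with the 500 most variable genes, HSC from NR-treated aged animals had a mean score of -13.9 ± 5.82 (SD, n = 5). The difference from untreated aged HSC was -34.0 (exact permutation test, two-sided, p = 0.00794), and the highest NR library, at -4.61, lay below the lowest aged library. The mean also lay below that of young HSC, with a difference of -7.65 that did not exceed the spread between young libraries (exact permutation test, two-sided, p = 0.397). With these genes the NR-treated group was thus on the far side of the young mean and not between the other groups. On the second component the NR-treated libraries lay between -12.7 and -5.59, on the side of the aged libraries (-8.40 to -3.17) and away from the young libraries (8.03 to 23.5). The position depended on young replicate 3 and on the genes used. Without that library the means were -11.2 for NR-treated, -13.8 for young and 22.3 for untreated aged HSC, so that the NR-treated group lay between the others, 2.58 above young HSC (exact permutation test, two-sided, p = 0.476). Over all genes, where the first component held 27.0% of the variance, the mean was -11.7 ± 9.68 (SD, n = 5) for NR-treated, -22.9 ± 10.1 for young and 34.7 ± 9.98 for untreated aged HSC. The NR-treated libraries then lay 11.2 above the young libraries, which was still within the spread (exact permutation test, two-sided, p = 0.111). With genes of at least 10 counts in every library, the NR-treated group lay 14.9 above young HSC, with no overlap between their libraries (exact permutation test, two-sided, p = 0.00794), and its difference from aged HSC was -10.4. Without the listed genes of mature blood cells and sex-linked genes, it lay 12.6 above young HSC (exact permutation test, two-sided, p = 0.0159) and differed from aged HSC by -18.6.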

HSC from NR-treated aged animals clustered in an intermediate position between the aged and young HSC, suggesting NR treatment shifted the transcriptome of aged HSC towards a more youthful state (Fig. 2a). Indeed, unsupervised hierarchical clustering positioned HSC from NR-treated aged animals closer to young HSC than to aged HSC (Fig. 2b).

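Over all genes, the mean Euclidean distance in log2 CPM between HSC from NR-treated aged animals and young HSC was 73.8, and that between NR-treated and untreated aged HSC was 75.7. Young and untreated aged HSC were 84.0 apart. Libraries of the same group differed by 69.4 on average among young HSC, by 59.7 among aged HSC and by 59.1 among NR-treated HSC. For each NR-treated mouse, the mean distance to young libraries was divided by that to aged libraries. A value below 1 means a smaller mean distance to young libraries, called nearer to young HSC here. Such a mean distance also grows with the spread within the reference group, which was larger among young (69.4) than among aged HSC (59.7). The ratio is raised by this and does not give the position of the group means alone. The ratio was 0.978 ± 0.0637 (SD, n = 5), ranged from 0.880 to 1.03 and was below 1 for 2 of the 5 mice. It depended on single libraries, at 0.937 (0.839 to 0.991) without young replicate 3, where all 5 mice were nearer to young HSC, at 0.939 with 4 of 5 nearer without aged replicate 1, and at 1.02 with 2 of 5 nearer without aged replicate 2. In Ward clustering, the first branch held all 5 aged libraries and no other, which left the NR-treated libraries in the same branch as young HSC. With a prior count of 2 that branch held 4 aged libraries and no other, and without young replicate 4 it held 5 aged libraries and 1 young library. With average linkage in place of Ward's method, the first branch instead set 1 young library apart from the other 14. Apart from leaving out a library, restriction to genes with at least 10 counts in every library moved the ratio most, to 1.01 ± 0.0720 (SD, n = 5), where 1 of 5 mice was nearer to young HSC.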

The top-ranked gene ontology categories for age-upregulated genes (Y vs A, FDR < 0.05, Supplementary Data 1) were associated with immune response, proteolysis and transport, while age downregulated genes (Y vs A, FDR < 0.05, Supplementary Data 1) were associated with chromatin modification, transcription and DNA damage and repair (Fig. 2c). 

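The genes named here were selected by size of change among differentially expressed genes with a mean of at least 5 CPM, complete separation of the 10 libraries and a name that is not a predicted gene, clone or pseudogene. Enrichment of gene ontology categories was not computed. Among genes higher in aged HSC, the immunoglobulin gene Ighg2b (chromosome 12, 113302965 to 113307933) had 74.0 ± 88.9 CPM (SD, n = 5) in aged and 1.64 ± 1.27 CPM in young HSC, a log2 fold change of 5.59 (standard error 0.86, adjusted p = 0.000159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The spread between aged mice was larger than the mean, with values from 14.3 to 225.8 CPM. The immunoglobulin gene Igha (chromosome 12, 113254830 to 113260236) had a log2 fold change of 4.96 (standard error 0.55, adjusted p = 3.4e-06 from the same test), with 0 to 5 counts in the young libraries. Immunoglobulin genes count among the genes of mature blood cells. Listed genes of such cells took 0.826 to 1.23% of all counts in aged libraries and 0.0565 to 1.48% in young libraries. For Ighg2b and Igha, carry-over of mature cells cannot be told apart here from a change in the HSC themselves. Chrm3, which encodes a muscarinic acetylcholine receptor (chromosome 13, 9875486 to 10360847), rose from 2.41 ± 1.29 to 60.6 ± 17.6 CPM, a log2 fold change of 4.60 (standard error 0.40, adjusted p = 1.5e-07). Among genes lower in aged HSC, Shisa8 (chromosome 15, 82206168 to 82212815) had 13.5 ± 4.70 CPM in young and 1.45 ± 0.932 CPM in aged HSC, a log2 fold change of -2.96 (standard error 0.36, adjusted p = 1.0e-05). Rgs7bp (chromosome 13, 104945904 to 105054930) had 22.2 ± 8.57 CPM in young and 3.28 ± 1.02 CPM in aged HSC, a log2 fold change of -2.72 (standard error 0.29, adjusted p = 2.5e-06). Ipcef1 (chromosome 10, 6885796 to 7052478) had 8.94 ± 1.36 CPM in young and 1.68 ± 0.509 CPM in aged HSC, a log2 fold change of -2.34 (standard error 0.30, adjusted p = 2.2e-05). Each of these changes held its direction and passed the threshold in all 15 fits that left out 1 library.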

The transcriptional signature of aged HSC from NR-treated mice for these gene sets was intermediate between young and aged (Fig. 2c). 

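The position of each library was measured along the difference between the young and aged means of log2 CPM over the genes that differed between young and aged HSC, scaled so that the young mean is 0 and the aged mean is 100. HSC from NR-treated aged animals had a mean position of 48.3 ± 10.8 (SD, n = 5) and ranged from 30.7 to 58.0. Young libraries ranged from -14.0 to 8.12 and aged libraries from 89.2 to 109.6, so the NR-treated libraries overlapped with neither group (exact permutation test against each group, two-sided, p = 0.00794). The ends of this axis are set by the same mice from which its genes were chosen, which favours a wide gap between young and aged HSC. Genes and axis were also taken from 4 young and 4 aged mice, and the scale from the remaining young and aged mouse. The mean position over the 25 combinations was then 42.6, with a range from -7.94 to 64.3. The low values came from the combinations with young replicate 3 as the remaining young mouse (-7.94 to 19.7). The other combinations ranged from 35.0 to 64.3. The mean position was 54.5 ± 9.94 (SD, n = 5) over age-upregulated genes and 39.4 ± 14.7 (SD, n = 5) over age-downregulated genes. Of the settings tried, the use of all genes moved the position most, to 38.9 ± 10.8 (SD, n = 5).

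**Figure D1:**
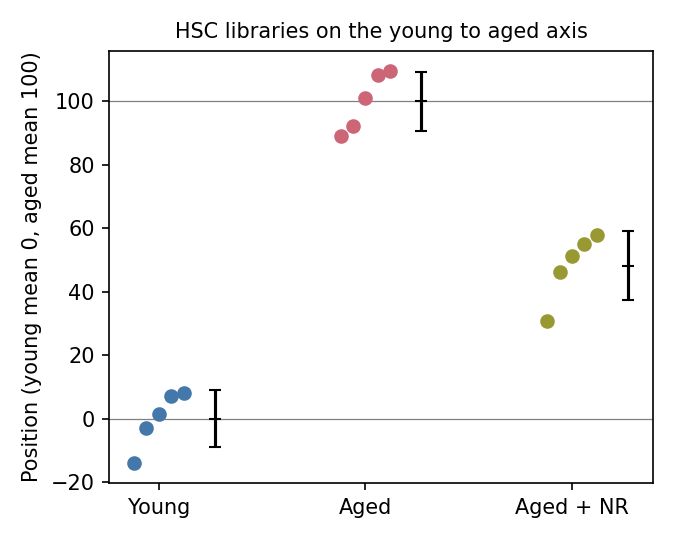
Position of each HSC library on the axis from the young mean (0) to the aged mean (100) over the genes that differed between young and aged HSC, as 1 point per mouse for young, aged and NR-treated aged animals, with the mean and SD of each group as a bar beside the points. The NR-treated libraries lie between 30.7 and 58.0, and the axis is fixed by the young and aged libraries themselves.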

As such, the number of differentially expressed genes between young and aged HSC dropped considerably following NR treatment (3388 genes for young vs aged controls; 1036 gene for young vs aged + NR; Supplementary Fig. 3b, c, Supplementary Data 1 and 2). Accordingly, there was a highly significant overlap between age-upregulated genes and genes downregulated in response to NR treatment (Fig. 2d, e and Supplementary Data 1, 3). Similarly, there was a highly significant overlap between genes downregulated by age and genes upregulated in response to NR treatment (Fig. 2d, e and Supplementary Data 1, 3). 

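Between young HSC and HSC from NR-treated aged animals, 722 genes were differentially expressed, 413 of them higher and 309 lower in NR-treated HSC. At an unadjusted p under 0.05, 2903 genes passed. The total counts of the NR-treated libraries differed less from those of the young libraries than the aged totals did, and the number of genes called depends on depth, so the comparison was repeated with the counts of every library thinned at random to the smallest total. It then gave 1560 genes for young against aged and 397 for young against NR-treated HSC. The likelihood ratio test called 1073 genes for young against NR-treated HSC, and an adjusted p under 0.01 moved the number most, to 310. In each of these settings fewer genes differed between young and NR-treated HSC than between young and untreated aged HSC.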

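NR treatment changed 1303 genes in aged HSC, of which 676 were lower and 627 higher after treatment. Of the 676 genes, 381 were also among the age-upregulated genes, where 65.4 would be shared by chance (one-sided exact hypergeometric test over all 16154 genes, p = 1.6e-217). This is 5.82 times the chance number and 24.4% of the age-upregulated genes. Both comparisons use the same aged libraries, so a library error that raises a gene in aged HSC also makes it appear lower after treatment. The comparisons were therefore repeated with separate aged mice, in the 20 ways that give 3 of them to 1 comparison and 2 to the other. The overlap then had a median of 75 genes and ranged from 21 to 149, with a median of 7.23 times the chance number. Across genes, the fold change with age and that with treatment had a Pearson correlation between -0.485 and -0.234 in these fits, against -0.587 with the aged mice shared, although genes are not independent replicates. The setting that moved the number of NR-regulated genes most was chosen only after the data had been seen. With the mean score of listed mature blood cell genes added to the model, 11 genes were called and the overlap held 5. With the same score shuffled between libraries of a group, the median number of genes called was 8.5 over 20 shuffles, so the drop is what a covariate this close to the group difference gives by itself.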

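Of the 627 genes that were higher after NR treatment, 418 were among the age-downregulated genes, where 60.4 would be shared by chance (one-sided exact hypergeometric test, p = 5.3e-285). This is 6.92 times the chance number and 26.9% of the age-downregulated genes. With separate aged mice for each comparison, the overlap had a median of 44 genes, a range from 4 to 92 and a median of 8.94 times the chance number, and its largest p over those fits was 0.000318 (one-sided exact hypergeometric test). Predicted genes, clones and pseudogenes made up 47.2% of the genes higher after treatment, 5.18% of those lower after treatment and 24.4% of all genes. With these left out of the fit, the overlap was 347 genes against 55.0 expected by chance. The split of NR-regulated genes into higher and lower changed with library totals alone in place of TMM. Of the NR-regulated genes, 78.4% were then higher after treatment, against 48.1% with TMM. The median log2 fold change over all genes moved from 0.02 to 0.16. With DESeq2's size factors in place of TMM, 50.8% were higher after treatment.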

Together, these data suggest NR treatment is reversing the transcriptional ageing response in HSC. 

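With each library left out in turn, the mean position of NR-treated HSC on the axis from young to aged HSC stayed between 41.0 and 54.2 over the 15 fits. The overlap of age-upregulated with NR-downregulated genes ranged from 135 to 503 genes in these fits, and that of age-downregulated with NR-upregulated genes from 121 to 590. From the intermediate clustering of NR-treated HSC, the lower number of genes that still differ from young HSC and these overlaps, the paper proposes that NR treatment reverses the age-related change of the HSC transcriptome.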

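Genes lower after NR treatment included genes of mature blood cells. The immunoglobulin light chain genes Iglc1 (chromosome 16, 19061618 to 19062071) and Igkc (chromosome 6, 70726435 to 70726966) had log2 fold changes of -6.15 (standard error 0.93, adjusted p = 0.00123) and -5.82 (standard error 0.70, adjusted p = 0.000159), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes were selected by size of change under the rule given for the age-regulated genes. The haemoglobin gene Hbb-bs (chromosome 7, 103826534 to 103828096) and the granule gene S100a8 (chromosome 3, 90668978 to 90670035) are given as examples of erythroid and neutrophil genes. Hbb-bs had 773 ± 694 CPM in young, 3003 ± 861 CPM in aged and 81.9 ± 116 CPM in NR-treated HSC (SD, n = 5), a log2 fold change of -5.18 (standard error 0.81, adjusted p = 0.00167) after treatment. S100a8 had 401 ± 764 CPM in young, 464 ± 134 CPM in aged and 15.6 ± 16.7 CPM in NR-treated HSC, a log2 fold change of -4.83 (standard error 1.11, adjusted p = 0.0146). Scores were computed as the mean log2 CPM over listed genes of each lineage. After NR treatment the erythroid score differed by -2.43, the B and plasma cell score by -2.08, the neutrophil score by -3.04 and the monocyte, eosinophil and basophil score by -2.98, and in each score all 5 NR-treated libraries lay below all 5 aged libraries (exact permutation test, two-sided, p = 0.00794; 0.0381 after Benjamini-Hochberg adjustment over 24 comparisons). The listed genes of mature blood cells took 0.826 to 1.23% of all counts in aged, 0.0571 to 0.152% in NR-treated and 0.0565 to 1.48% in young libraries. The neutrophil difference moved most with the counts thinned to the smallest total, to -1.83, and in the other direction with a prior count of 2, to -4.08. Among genes higher after treatment, Atp13a2 (chromosome 4, 140986873 to 141007330) rose from 36.3 ± 2.19 to 124.1 ± 37.5 CPM, a log2 fold change of 1.77 (standard error 0.17, adjusted p = 3.4e-05). Young HSC had 69.3 ± 8.54 CPM of Atp13a2. The NR-treated level was above the young level by 0.85 on the log2 scale (standard error 0.17, adjusted p = 0.00418 from the same test). Ttll3 (chromosome 6, 113389260 to 113414587) had a log2 fold change of 1.67 after treatment (standard error 0.32, adjusted p = 0.00680) and Atp8b5 (chromosome 4, 43267159 to 43373833) of 1.51 (standard error 0.31, adjusted p = 0.00901), with 1 to 30 and 3 to 33 counts in the aged libraries. Neither Ttll3 nor Atp8b5 was called between young and NR-treated HSC (adjusted p = 0.187 and 0.878 from the same test).

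**Figure D2:**
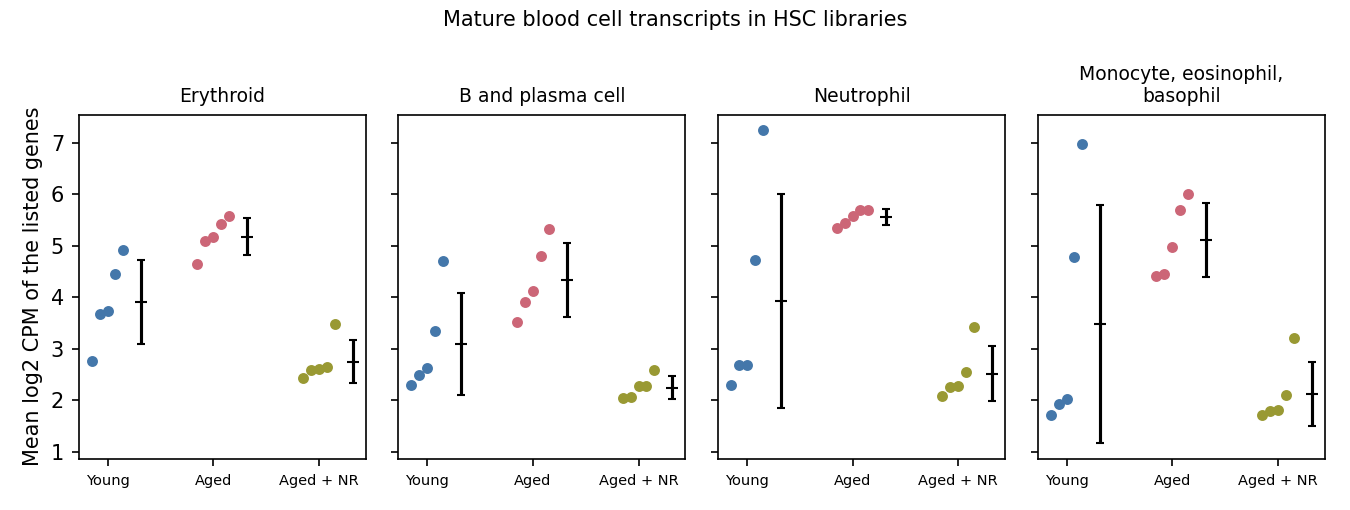
Mean log2 CPM of listed erythroid, B and plasma cell, neutrophil, and monocyte, eosinophil and basophil genes in each HSC library, as 1 point per mouse for young, aged and NR-treated aged animals, with the mean and SD of each group as a bar beside the points. In each panel all 5 NR-treated libraries lie below all 5 aged libraries, and the young libraries spread across both.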

Specifically, genes downregulated in response to NR treatment were associated with immune response, phagocytosis and erythrocyte development (Fig. 2d), while genes upregulated by NR treatment were associated with protein phosphorylation, chromatin modification, response to radiation and transcription (Fig. 2e).

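Among the genes that differed between young HSC and HSC from NR-treated aged animals, Bmpr1a (chromosome 14, 34410734 to 34503341) had 1.19 ± 0.402 CPM (SD, n = 5) in young and 21.2 ± 5.57 CPM in NR-treated HSC, a log2 fold change of 4.10 (standard error 0.34, adjusted p = 1.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The metallothionein gene Mt2 (chromosome 8, 94172664 to 94173568) had 4.35 ± 2.32 CPM in young and 67.5 ± 17.3 CPM in NR-treated HSC, a log2 fold change of 4.02 (standard error 0.26, adjusted p = 2.5e-09). Untreated aged HSC had 18.0 ± 7.08 CPM of Bmpr1a and 101.5 ± 13.5 CPM of Mt2. Neither gene was called between aged and NR-treated HSC (adjusted p = 0.742 and 0.0722 from the same test). Chrm3 stayed 4.56 higher on the log2 scale (standard error 0.40, adjusted p = 3.0e-07) and Rgs7bp differed by -2.59 (standard error 0.30, adjusted p = 1.0e-05). Akap12 (chromosome 10, 4266380 to 4359470) had a log2 fold change of -2.94 (standard error 0.44, adjusted p = 0.000299). These genes are among those with the largest change in each direction under the selection rule. Over all genes, 765 (4.74%) had no overlap between the young and the NR-treated libraries, where chance gives 0.794% of genes.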

Interestingly genes that remained differentially expressed following treatment were associated with immune response-related processes and cell proliferation (Supplementary Fig. 3c), suggesting that while NR treatment normalised a large part of the age-altered transcriptional signature (Fig. 2a–e and Supplementary Fig. 3b, c), only partial correction of immune responses is observed (Fig. 2c, d) since the major remaining differences between young and NR-treated aged HSC are still associated with this GO category (Supplementary Fig. 3c). Similarly, the RNAseq data (Supplementary Fig. 3c) suggests NR treatment does not entirely overcome the reported differences in cell cycle between young and aged HSC^46,47^. 

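A proliferation score was computed as the mean log2 CPM over 37 listed genes of DNA replication and mitosis. It was 6.05 ± 0.21 (SD, n = 5) in young, 5.66 ± 0.23 (SD, n = 5) in aged and 5.56 ± 0.45 (SD, n = 5) in NR-treated aged HSC. Aged HSC differed from young HSC by -0.39 on the log2 scale (exact permutation test, two-sided, p = 0.0397) and NR-treated HSC from young HSC by -0.49 (exact permutation test, two-sided, p = 0.0476). After Benjamini-Hochberg adjustment over 24 comparisons of scores these were 0.0680 and 0.0762, so neither passed 0.05. NR-treated and untreated aged HSC differed by -0.10, less than the spread between replicates (exact permutation test, two-sided, p = 0.698). With the median over the genes in place of the mean, the differences from young HSC were -0.30 for aged (exact permutation test, two-sided, p = 0.143) and -0.46 for NR-treated HSC (exact permutation test, two-sided, p = 0.167). Young replicate 3, with a score of 6.41, lay apart from the other young libraries, which ranged from 5.91 to 6.04.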

Previous reports demonstrated that aged HSC have reduced cell cycle activity compared to young HSC^46^. In support of this, cell cycle analysis using Ki67 showed young HSC and HSPC had a significantly higher proportion of actively cycling cells compared to aged HSC and HSPC. NR treatment significantly increased the proportion of cycling HSPC to levels comparable to young HSPC (Supplementary Fig. 4a, b). In contrast, NR treatment only shifted the proportion of cycling HSC to an intermediate state in between young and aged cells (Supplementary Fig. 4a, c), which is consistent with our transcriptional data (Supplementary Fig. 3c). Together the transcriptional characterisation revealed NR treatment of aged animals shifted the expression levels of a subset of age-deregulated HSC genes towards a youthful state.

### NR treatment restores youthful metabolism in aged HSC

Given the crucial role of NAD in cell metabolism and the results of our molecular characterisation, we next investigated how NR repletion affects HSC metabolism. 

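Of the genes that NR treatment changed in aged HSC, 304 had an absolute log2 fold change over 2, of which 156 were higher and 148 lower after treatment. The interaction network itself was not computed.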

A String protein–protein interaction map^48^ for NR regulated genes (A vs A + NR, FDR < 0.05, logFC > 2) revealed an interconnected network with a high number of nodes significantly associated with regulation of metabolism (Fig. 3a). 

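Hk2 (chromosome 6, 82725025 to 82774454) had 140.1 ± 16.2 CPM in aged and 72.6 ± 17.1 CPM in young HSC (SD, n = 5), a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.000837 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cox7a2l (chromosome 17, 83501918 to 83517330) had 529 ± 79.6 CPM in aged and 375 ± 50.5 CPM in young HSC, a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.00589). For both genes the lowest aged library was above the highest young library. In the 15 fits that left out 1 library, the log2 fold change stayed between 0.85 and 1.05 for Hk2 and between 0.42 and 0.55 for Cox7a2l. Of the 9 genes shown in Fig. 3b–e and Fig. 5a, 7 were differentially expressed between young and aged HSC, all of them higher in aged HSC, and the number was 7 as well with adjustment over these 9 genes alone.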

Mirroring the results of Sun et al.^45^, genes associated with primary metabolism were age-upregulated in our HSC RNAseq dataset, including *Hk2* (catalyses the first step of glycolysis^49^, Fig. 3b), *Acox1* (first enzyme of the fatty acid beta-oxidation pathway^50^, Fig. 3c) and *Cox7a2l* (mitochondrial Complex III Binding Protein that stabilises the III2 + IV Supercomplex^51^, Fig. 3d). In addition, age deregulation of NAD consuming factors was detected in HSC (Fig. 3e), including *CD38* as previously reported^45^. 

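Of 24 listed NAD-consuming factors (Cd38, Bst1, Sarm1, the sirtuins, the PARP family and the tankyrases), 23 were among the genes tested. Between young and aged HSC, 4 were differentially expressed, namely Cd38, Sirt1, Parp8 and Parp9, of which 2 were higher and 2 lower in aged HSC. Adjustment over the list alone also gave 4, and 7 passed an unadjusted p under 0.05. The number ranged from 2, with only young and aged libraries in the fit or with the counts thinned to the smallest total, to 6, with library totals alone, and was 3 with genes of at least 10 counts in every library. Cd38 (chromosome 5, 43868553 to 43912375) had 51.0 ± 4.66 CPM (SD, n = 5) in aged and 13.7 ± 2.54 CPM in young HSC, a log2 fold change of 1.88 (standard error 0.31, adjusted p = 0.000325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).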

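After NR treatment, Hk2 differed from untreated aged HSC by -0.53 on the log2 scale, with 97.4 ± 26.1 CPM (SD, n = 5), and the change did not pass the threshold (standard error 0.17, adjusted p = 0.0602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The likelihood ratio test of edgeR called the change, with an adjusted p of 0.0433, and the adjusted p ranged from 0.0284 to 0.218 over the settings tried. Cox7a2l differed by -0.51 (standard error 0.12, adjusted p = 0.0133), with 371 ± 25.1 CPM. Cd38 differed by -1.13 (standard error 0.29, adjusted p = 0.0247), and its 22.9 ± 11.8 CPM ranged from 3.89 to 32.9 CPM between NR-treated mice. With each library left out in turn, its adjusted p rose as high as 0.0671, and the change no longer passed the threshold in 2 of the 15 fits. Against young HSC, NR-treated HSC differed by 0.43 for Hk2 (standard error 0.17, adjusted p = 0.190), by -0.02 for Cox7a2l (standard error 0.12, adjusted p = 0.966) and by 0.76 for Cd38 (standard error 0.32, adjusted p = 0.203). Without NR-treated replicate 3, the lowest for Cd38, this last difference was 1.01 and passed the threshold (adjusted p = 0.00159, with 0.00159 to 0.389 over the 15 fits that left out a library). None of the 9 genes of Fig. 3b–e and Fig. 5a was called between young and NR-treated HSC, and 3 passed an unadjusted p under 0.05.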

NR treatment significantly countered age-upregulation of *Hk2*, *Acox1*, *Cox7a2l* and *CD38* to expression levels not significantly different to those in young HSC (Fig. 3b–e). In addition, NR treatment downregulated other genes associated with metabolism including *FoxK1* (transcriptional regulator of glucose metabolism^52^, Fig. 3b), *Idh1* (isocitrate dehydrogenase^53^, Fig. 3c), and *Ndufc2* (accessory subunit of the mitochondrial membrane respiratory chain NADH dehydrogenase^54^, Fig. 3d), and upregulated others such as the mitochondrial NAD consuming deacetylase sirtuin 3 (*Sirt3*, a sirtuin family member associated with promoting mitophagy^55,56^, Fig. 3e). 

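Foxk1 (chromosome 5, 142401497 to 142462011) had 55.6 ± 11.2 CPM in aged and 38.4 ± 7.06 CPM in NR-treated aged HSC (SD, n = 5), a log2 fold change of -0.54 (standard error 0.15, adjusted p = 0.0325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Idh1 (chromosome 1, 65158616 to 65186500) had 60.0 ± 12.4 CPM in aged and 30.4 ± 9.17 CPM in NR-treated HSC, a log2 fold change of -0.99 (standard error 0.24, adjusted p = 0.0188). Ndufc2 (chromosome 7, 97400003 to 97407802) had 296 ± 41.3 CPM in aged and 209.9 ± 25.9 CPM in NR-treated HSC, a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.0188). Sirt3 (chromosome 7, 140863666 to 140882309) rose from 35.9 ± 6.97 to 53.7 ± 9.52 CPM, a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0340). With each library left out in turn, the adjusted p rose as high as 0.0942 for Foxk1, 0.0680 for Idh1, 0.0551 for Ndufc2 and 0.101 for Sirt3, and the change no longer passed the threshold in 7, 2, 2 and 6 of the 15 fits. Sirt3 did not differ between young and aged HSC (log2 fold change -0.30, standard error 0.16, adjusted p = 0.200), nor did Idh1 (0.37, standard error 0.24, adjusted p = 0.282). Without young replicate 3, in which Idh1 had 85.3 CPM against 33.7 to 43.4 CPM in the other young libraries, the Idh1 difference was 0.69 and passed the threshold (adjusted p = 0.0162, with 0.0162 to 0.592 over the 15 fits that left out a library). Of the 9 genes of Fig. 3b–e and Fig. 5a, 8 were called between aged and NR-treated HSC, 9 with adjustment over these 9 genes alone, and 4 with the counts thinned to the smallest total.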

Overall, this suggests NR treatment promotes a state of reduced metabolic potential at the transcriptional level.

**Fig. 3:**
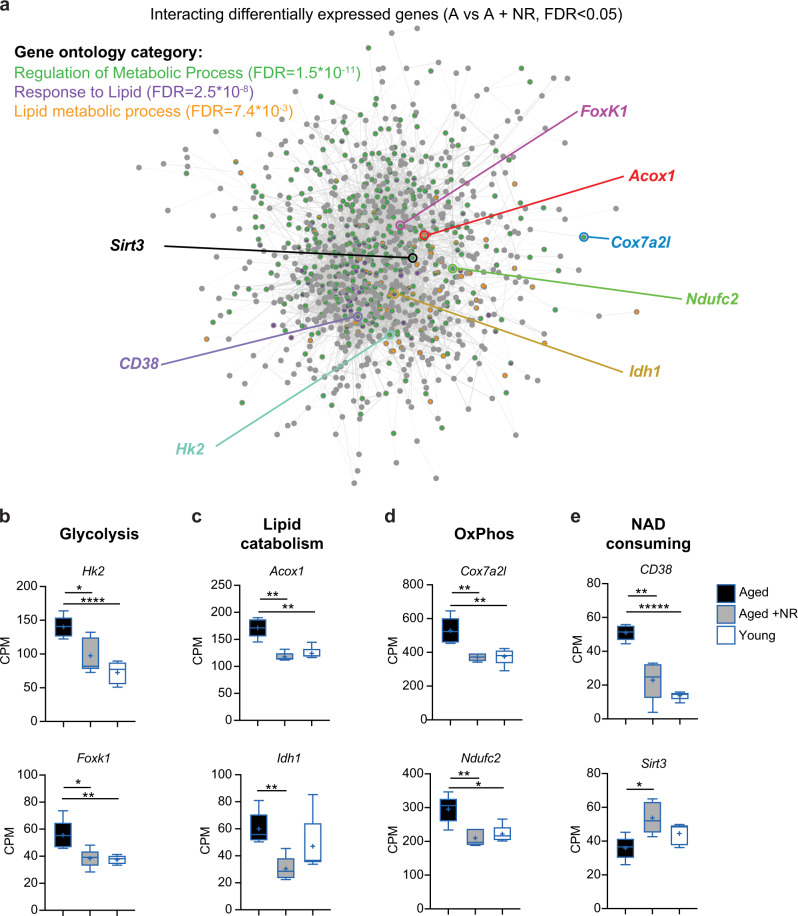
NR treatment modulates the expression of metabolic genes. **a** String-db protein–protein interaction map for differentially expressed genes between aged and NR-treated aged HSC (false discovery rate < 0.05); genes associated with gene ontology categories related to metabolic regulation are indicated by coloured nodes. **b**–**e** Expression levels of key genes associated with glycolysis, lipid catabolism, oxidative phosphorylation and NAD consumption in aged HSC (*n* = 5, biological replicates), NR-treated aged (*n* = 5, biological replicates) and young HSC (*n* = 5, biological replicates). Statistical analysis was performed using String-db (**a**) and EdgeR (false discovery rates between two groups were determined considering the third group as background, **b**–**e**). Data are expressed as box-and-whisker plots. Box indicates 25th to 75th percentile, line indicates the median and whiskers indicate min to max values. *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001, ****FDR < 0.0001, *****FDR < 0.00001. Only statistically significant comparisons are indicated. Exact FDR values comparing individual groups associated with **b**–**e** are presented in Supplementary Fig. 3d. NR nicotinamide riboside, HSC hematopoietic stem cells, OxPhos oxidative phosphorylation, CPM TMM-corrected counts per million sequencing reads, Y young, A aged, A + NR NR-treated aged animal. Source data are provided as a Source Data File.

Considering a hallmark of murine and human aged HSC is increased energy demand via mitochondrial oxidative phosphorylation (OXPHOS) compared to young HSC, which are largely quiescent and therefore in a low metabolic state^9,10^, we investigated this pathway in more detail. Seahorse metabolic flux analysis (Supplementary Fig. 5a) of mitochondrial metabolism in stem and progenitors (HSPC) demonstrated a significantly higher capacity for basal respiration and increased ATP production (Fig. 4a, b). Strikingly, NR administration in aged mice significantly reduced the capacity for basal respiration and ATP production in aged stem and progenitors (HSPC) to levels indistinguishable from young (Fig. 4a, b). Conversely, NR administration in young mice only mildly (but significantly) reduced HSPC capacity for basal respiration and ATP production (Supplementary Fig. 5b, c), consistent with previous findings^34^.

**Fig. 4:**
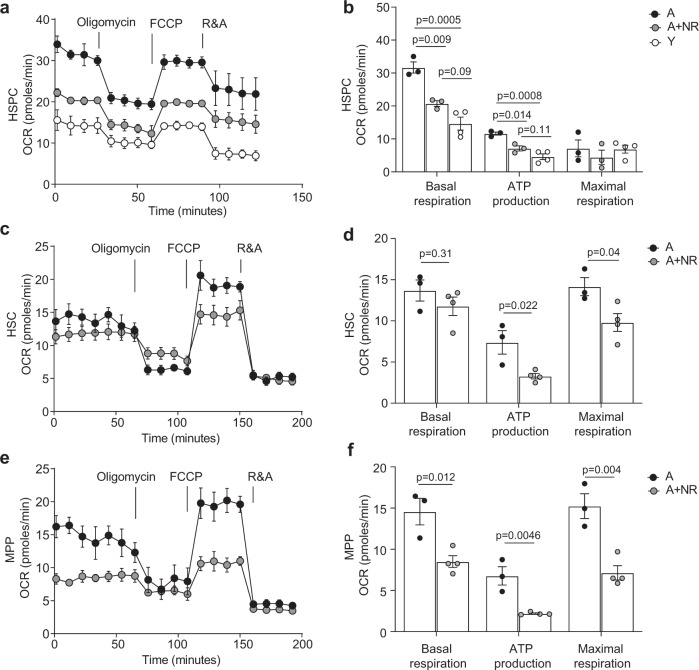
NR treatment restores youthful metabolism in aged HSC. **a** Oxygen consumption rate (OCR) in freshly isolated HSPC from aged (*n* = 3, biological replicates), NR-treated aged (*n* = 3, biological replicates) and young (*n* = 4, biological replicates) mice were measured under basal conditions followed by subsequent addition of the ATPase inhibitor oligomycin, the uncoupling reagent FCCP and the inhibitors of the electron transport chain rotenone/antimycin A (R&A), as indicated. **b** Basal respiration, ATP production and maximal respiration levels were calculated for HSPC (and throughout the manuscript) as indicated in Supplementary Fig. 5a. **c** Quantification of OCR in freshly isolated HSC and **d** determination of basal respiration, ATP production and maximal respiration capacity in aged (*n* = 3, biological replicates) and NR-treated aged mice (*n* = 4, biological replicates). **e** Quantification of OCR in freshly isolated MPP and **f** determination of basal respiration, ATP production and maximal respiration capacity in aged (*n* = 3, biological replicates) and NR-treated aged mice (*n* = 4, biological replicates). Data are mean ± s.e.m and statistical analyses were performed using Ordinary one-way ANOVA, *p* = 0.023 (overall for HSPC basal respiration), *p* = 0.0001(overall for HSPC ATP production), *p* = 0.57 (overall for HSPC maximal respiration capacity) with individual groups compared using Tukey’s multiple comparisons test, *p*-values indicated for **b** and two-sided Student’s *t*-test, *p*-values indicated for **d**, **f**. NR nicotinamide riboside, A aged, A + NR NR-treated aged animal. Source data are provided as a Source Data File.

Furthermore, analysis of the effects of NR on aged HSC and progenitor subsets (Fig. 1c) demonstrated a pronounced effect on metabolism with a significant reduction in the capacity for basal respiration, ATP production and maximum respiratory capacity when compared to their untreated aged counterparts (Fig. 4c–f). Considering HSC are extremely rare in young animals, analyses of this purified cell type could only be performed using HSC isolated from NR-treated and untreated aged animals. Collectively, the data demonstrate NR repletion reduces oxygen consumption rates in aged HSPC and HSC resulting in the lower rates of ATP production associated with a youthful state.

### NR treatment mitigates stress response and contracts mitochondrial network size

To further expand our observation that *Sirt3* is upregulated following NR treatment, which has been implicated in reducing mitochondrial stress^14^, we investigated expression levels of heat shock protein Hspa1a, which is a potentiator of mitochondrial stress^57^. Furthermore, Hspa1a expression has been shown to promote oxygen consumption and oxidative phosphorylation in other cell systems^57–59^. Our results show age-elevated levels of *Hspa1a* at both the transcriptional and protein level (Fig. 5a, b), providing a further mechanism for age-increased metabolic activity in HSPC and HSC. 

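At the transcript level, Hspa1a (chromosome 17, 34969190 to 34972156) had 6.20 ± 3.82 CPM in aged and 1.19 ± 1.37 CPM in young HSC (SD, n = 5), a log2 fold change of 2.48 (standard error 0.60, adjusted p = 0.00752 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts were few, with 2 to 103 per library in aged and 1 to 9 in young HSC. Young replicate 2, with 3.62 CPM, lay apart from the other young libraries, which ranged from 0.351 to 0.809 CPM. In the 15 fits that left out 1 library, the log2 fold change stayed between 2.17 and 3.39. The paralog Hspa1b lies on the same chromosome from 34956436 to 34959238, and it had a log2 fold change of 3.09 (standard error 0.71, adjusted p = 0.00535). Protein levels were not analysed here.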

Importantly transcriptional and protein levels of *Hspa1a* were significantly reduced following NR treatment (Fig. 5a, b), aligning with reduced metabolic output (Fig. 4a–d).

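After NR treatment, the Hspa1a transcript had 0.633 ± 0.592 CPM (SD, n = 5), a log2 fold change of -3.22 against untreated aged HSC (standard error 0.64, adjusted p = 0.00755 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The NR-treated libraries held 0 to 5 counts of the gene, near the lowest number that can be told from absence at this depth. Over the settings tried, the log2 fold change ranged from -4.19 to -3.07 and the adjusted p from 0.000111 to 0.0165. NR-treated and young HSC were not told apart (log2 fold change -0.75, standard error 0.78, adjusted p = 0.677). The change of the paralog Hspa1b after treatment was -1.52 on the log2 scale and did not pass the threshold (standard error 0.60, adjusted p = 0.118).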

**Fig. 5:**
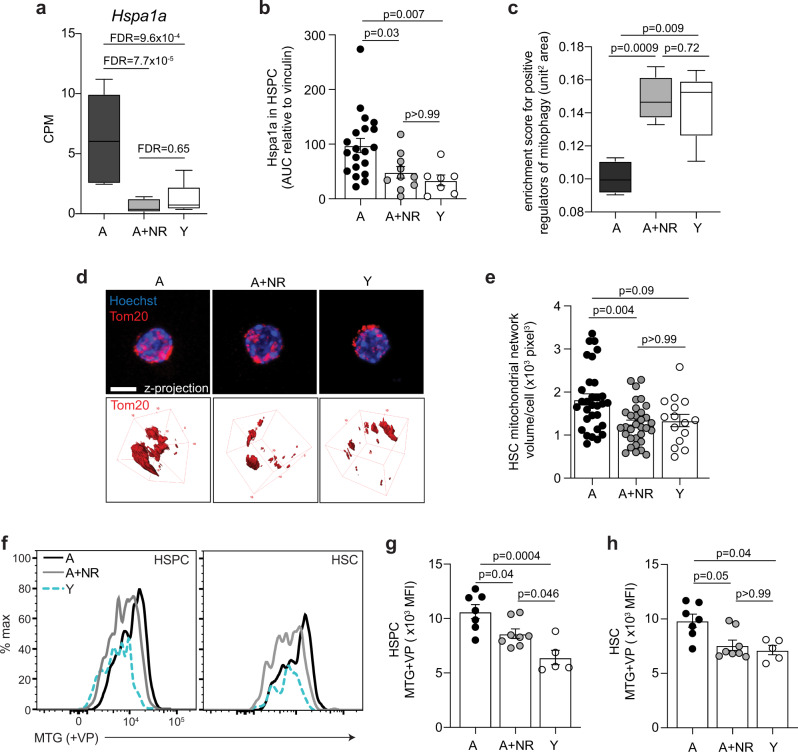
NR treatment decreases stress response and mitochondrial network size. **a** mRNA expression levels of heat shock protein *Hspa1a* in aged (*n* = 5, biological replicates), NR-treated aged (*n* = 5, biological replicates) and young HSC (*n* = 5, biological replicates). Data are expressed as box-and-whisker plots. Box indicates 25th to 75th percentile, the line indicates the median and whiskers indicate min to max values. Statistical analysis was performed using EdgeR package, false discovery rates between two groups were determined considering the third group as background. **b** Quantification of Hspa1a protein levels in aged (*n* = 20, biological replicates), NR-treated aged (*n* = 10, biological replicates) and young (*n* = 7, biological replicates) HSPC via western blot assay. Data are mean ± s.e.m. and is a pool across three separate collection days. Statistical analysis was performed using Kruskal–Wallis, *p* = 0.0019 (overall) with individual groups compared using Dunn’s multiple comparisons test, *p*-values indicated for **c**. Gene set activity analysis for positive regulators of mitophagy (*n* = 5); the *y* axis shows the score as the area under the curve and has a unit of the standardised squared unit area in the range [0,1]. Data are expressed as box-and-whisker plots and is representative of a single experiment. Box indicates 25th to 75th percentile, the line indicates the median and whiskers indicate min to max values. Statistical analysis was performed using SCENIC based pipeline, employing a two-sided Student’s *t*-test; *p*-values adjusted for multiple testing using Benjamini–Hochberg (BH) correction method are indicated. **d** Representative Tom20 immunofluorescence staining (2D and 3D volumetric) and **e** 3D volumetric quantification of total cell mitochondrial network size (μm^3^)/HSC isolated from aged (*n* = 7, biological replicates), NR-treated aged (*n* = 5, biological replicates) and young (*n* = 4, biological replicates) mice, two independent experiments with 15–20 HSC quantified from each biological sample in each experimental repetition. Scale bar = 5 μm. Data are mean ± s.e.m. and statistical analysis was performed using Kruskal–Wallis, *p* = 0.0036 (overall) with individual groups compared using Dunn’s multiple comparisons test, *p*-values indicated. Determination of relative mitochondrial mass via Mitotracker green labelling in the presence of Verapamil; **f** representative histograms for mitotracker green level in HSPC and HSC from aged, NR-treated aged and young mice, and **g** relative quantification via mean fluorescence intensity for HSPC and **h** HSC from aged (*n* = 7, biological replicates), NR-treated aged (*n* = 8, biological replicates) and young (*n* = 5, biological replicates) mice. Data are mean ± s.e.m. and is representative of two independent experiments. Statistical analyses were performed using ordinary one-way ANOVA, *p* = 0.0005 (overall) with individual groups compared using Tukey’s multiple comparisons test, *p*-values indicated for **g** and Kruskal–Wallis, *p* = 0.012 (overall) with individual groups compared using Dunn’s multiple comparisons test, *p*-values indicated for **h**. NR nicotinamide riboside, A aged, A + NR NR-treated aged animal, MTG Mitotracker green, VP verapamil, MFI mean fluorescence intensity. Source data are provided as a Source Data File.

Mitochondria are highly versatile organelles that undergo constant fission and fusion, and this morphological robustness allows them to be organised into a highly dynamic regulatory network for cellular energy production. Since NR was demonstrated to promote mitophagy in young HSC, which was linked to improved function and reduced metabolic activity^34^, we examined whether NR had a transcriptional effect on genes associated with mitophagy in aged HSC. A rank-based area enrichment analysis for positive regulators of mitophagy demonstrated NR-treated aged HSC had significantly higher enrichment compared to aged HSC, reaching levels indistinguishable to young HSC (Fig. 5c). 

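The genes of each library were ranked by count, and the activity of 13 positive regulators of mitophagy was scored as the area under their recovery curve within the top 15% of the ranking, on a scale from 0 to 1. The score was 0.149 ± 0.0135 (SD, n = 5) in HSC from NR-treated aged animals, 0.101 ± 0.00987 (SD, n = 5) in aged and 0.145 ± 0.0208 (SD, n = 5) in young HSC. All NR-treated libraries, from 0.133 to 0.168, were above all aged libraries, from 0.0904 to 0.113 (exact permutation test, two-sided, p = 0.00794). Young HSC were 0.0438 above aged HSC (exact permutation test, two-sided, p = 0.0159), and NR-treated and young HSC differed by 0.00403, less than the spread between replicates (exact permutation test, two-sided, p = 0.754). The difference of 0.0479 between NR-treated and aged HSC was moved most by taking the top 5% of the ranking, to 0.0131 (exact permutation test, two-sided, p = 0.0159). The difference between young and aged HSC did not pass 0.05 with the top 5% or the top 25% of the ranking, or without Huwe1. Only 5 of the 13 genes, namely Cdc37, Huwe1, Pink1, Sqstm1 and Trp53, reached the top 15% in any library, so the score rests on these. Huwe1 contributed 0.0209 and Trp53 0.0135 of the difference between NR-treated and aged HSC. By the differential expression test, 1 of the 13 genes (Hdac6) was called between aged and NR-treated HSC and 4 (Hdac6, Huwe1, Trp53 and Vps13d) between young and aged HSC.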

To confirm our transcriptional analyses, we quantified the mitochondrial network size and assessed mitochondrial mass. Crucially, NR treatment of aged mice significantly reduced the mitochondrial network size in HSC, as determined with Tom20 immunolabelling, to become not significant to that of young HSC (Fig. 5d, e and Supplementary Fig. 5d). Likewise labelling of HSPC and HSC with mitotracker green (in the presence of Verapamil to prevent dye exclusion^60,61^), demonstrated NR treatment resulted in a significant reduction of age-increased mitochondrial mass in HSPC and a reduction in HSC to levels not significantly different to those of young cells (Fig. 5f–h). To overcome image resolution limitations of the Tom20 immunolabelling (Fig. 5d) preventing a proper assessment of mitochondrial morphology, we performed electron microscopy. Analysis of young, aged and aged NR-treated HSC using electron microscopy revealed no differences in mitochondrial structure between the three groups (Supplementary Fig. 5e), suggesting metabolic changes (Fig. 4c, d) are not linked to altered mitochondrial morphology.

In summary, NR treatment decreased *Hspa1a* levels, a heat shock protein shown to increase metabolic activity in other cell systems^57–59^. Furthermore, our results indicate that NR-mediated reduction in mitochondrial network size and mass contributes to re-establishing youthful metabolic potential in aged HSPC and HSC.

### Metabolic restoration is specific to HSPC and dependent on continued NR administration

Given NR repletion significantly lowered the metabolic activity of aged HSPC to resemble the profile of young HSPC, we examined whether NR administration also lowered the metabolic potential of differentiated mature hematopoietic cell types, including macrophages, neutrophils and B cells. In contrast to stem and progenitor cells (Fig. 4a–d), no significant metabolic differences were detected between young and aged macrophages, neutrophils or B cells (Supplementary Fig. 6a–f), demonstrating metabolic dysfunction is not a general attribute shared by all aged hematopoietic cell types. Furthermore, the administration of NR to aged animals did not result in any significant changes in metabolic potential in these mature cell types (Supplementary Fig. 6a–f).

Considering NR treatment had no impact on immune cell metabolism (Supplementary Fig. 6a–f) and that the primary remaining transcriptional differences between young and aged HSC from NR-treated mice were related to immune system response (Supplementary Fig. 3c), it was anticipated that immune activation in committed immune cell populations was not impacted. Indeed, while analysis of macrophages, neutrophils and B cells for expression of the early activation marker CD69 showed a significant age-associated increase in CD69 levels on macrophages (Supplementary Fig. 6g), NR treatment was not observed to dampen age-related immune cell activation (Supplementary Fig. 6g).

As NAD is a co-factor for histone-modifying enzymes including sirtuins^14,62,63^ that can modify the cellular epigenome, we next investigated whether NR-mediated metabolic correction of aged stem and progenitors is stable even after cessation of NR treatment or dependent on continuous NAD precursor supplementation. We, therefore, administered NR to aged mice for 8 weeks then discontinued administration for a further 8 weeks (Fig. 6a). Strikingly, discontinuation of NR treatment completely reverted the improved metabolic phenotype (i.e. basal respiration, ATP production, maximum respiratory capacity) from aged NR-treated animals to be not significantly different from that of untreated aged stem and progenitors (Fig. 6b, c); identifying the requirement for sustained NR administration for the beneficial modulation of aged stem and progenitor metabolism.

**Fig. 6:**
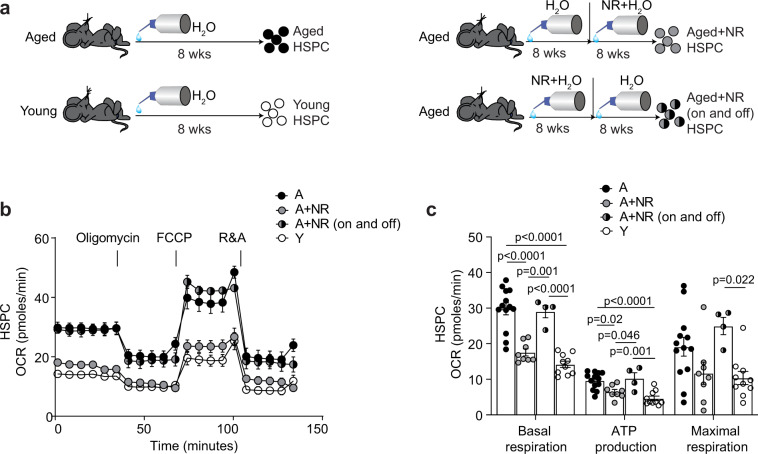
Metabolic restoration is dependent on continued administration of NR. **a** Schematic representation of the experimental setup. **b** Quantification of oxygen consumption rate (OCR) in freshly isolated HSPC from aged mice (*n* = 13, biological replicates), NR-treated aged mice (*n* = 8, biological replicates), aged mice receiving NR prior to 2 months rest (*n* = 4, biological replicates) and young mice (*n* = 10, biological replicates), as described in **a**. OCR was measured under basic conditions followed by subsequent addition of the oligomycin, FCCP and R&A, as indicated. **c** Basal respiration, ATP production and maximal respiration levels in aged (*n* = 13, biological replicates), NR-treated aged (*n* = 8, biological replicates), aged mice receiving NR prior to 2 months rest (*n* = 4, biological replicates) and young HSPC (*n* = 10, biological replicates). Data are mean ± s.e.m. and is a pool from three independent experiments. Statistical analyses were performed using ordinary one-way ANOVA, *p* < 0.0001 (overall for basal respiration), <0.0001 (overall for ATP production), *p* = 0.0084 (overall for maximal respiration capacity) with individual groups compared using Tukey’s multiple comparisons test, *p*-values indicated for **c**. Only statistically significant comparisons of individual groups are indicated. NR nicotinamide riboside, HSPC hematopoietic stem and progenitor cells, Y young, A aged, A + NR NR-treated aged animal. Source data are provided as a Source Data File.

### NR administration improves the reconstitution potential of aged HSC

Even with NR treatment improving the molecular and metabolic profiles of aged stem and progenitors, it was essential to address whether this extended to their hematopoietic function. Analysis of the potential of HSC to home to the BM post-transplant revealed a significant impairment with ageing (Supplementary Fig. 7a, b), which is consistent with previous reports^40,64^. Following NR treatment, the homing ability of aged HSC is no longer significantly different to young HSC (Supplementary Fig. 7a, b), suggesting NR supplementation shows a trend towards improvement in this age-related impairment.

A more critical hallmark of aged HSC is poor BM reconstitution following transplantation. We, therefore, tested whether NR administration also enhanced the hematopoietic potential of aged HSC in a competitive transplant assay, whereby aged HSC or NR-treated aged HSC were competitively co-transplanted with young HSC (Fig. 7a). Considering that improved metabolic activity of NR-treated aged HSC was dependent on continued supplementation of the NAD precursor (Fig. 6a–c), NR was supplied to the young transplant recipients that received donor NR-treated aged HSC for the duration of the 20-week engraftment period (Fig. 7a). NR-treated aged HSC were associated with significantly improved engraftment in both peripheral blood (Fig. 7b) and BM (Fig. 7c) compared to recipients transplanted with aged HSC, demonstrating the superior regenerative potential of NR-treated aged HSC. Notably, no significant difference in myeloid and lymphoid reconstitution was observed between donor-derived NR-treated aged HSC and young HSC, demonstrating partial correction of the myeloid bias (Fig. 7d, e). However, NR treatment did not significantly alter the HSPC pool (Supplementary Fig. 8a), although a trend of decreased frequency of donor-derived HSC, MPP and GMP was evident following a transplant of NR-treated HSC compared to aged HSC (Supplementary Fig. 8b–d). No change in the frequency of LMPP was detected following a transplant of NR-treated HSC (Supplementary Fig. 8e). Importantly, NR treatment of both donor and recipients was essential for the improved hematopoietic potential of transplanted aged HSC, with untreated aged HSC transplanted into NR-treated recipients failing to give improved engraftment (Supplementary Fig. 9a–e). In addition, in vitro treatment of aged HSC with NR for 48 h was also insufficient to produce improved engraftment outcomes (Supplementary Fig. 9f–j). Likewise, transplants of NR-treated aged HSC into untreated recipients also had the equivalent hematopoietic potential to untreated aged HSC (Supplementary Fig. 10a–f).

**Fig. 7:**
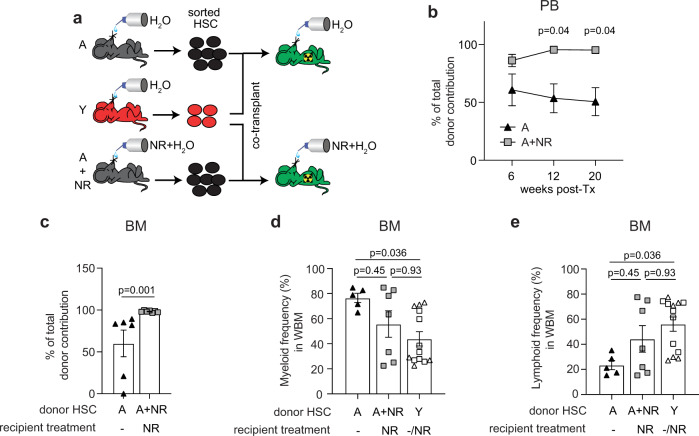
NR administration significantly improves HSC reconstitution potential of aged HSC. **a** Schematic representation of the experimental set up for the competitive transplant experiment. **b** Quantification of the percentage of aged (*n* = 6, biological replicates) and NR-treated aged (*n* = 7, biological replicates) donor cells relative to total donor-derived CD45^+^ hematopoietic cells in PB of young recipient mice at 6, 12, and 20 weeks and **c** BM at 20 weeks following transplantation. Data are mean ± s.e.m. and are representative of a single experiment. Statistical analysis was performed using two-way ANOVA with Geisser-Greenhouse correction, *p* = 0.01 (overall for treatment factor) with individual groups for each timepoint compared using Holm–Sidak multiple comparisons test, *p*-values indicated for **b** and two-sided Mann–Whitney *U*-test for **c**. **d**, **e** Quantification of the frequency of aged (*n* = 5, biological replicates), NR-treated aged (*n* = 12, biological replicates. Circle symbols refer to untreated recipients and square symbols refer to NR-treated recipients) **d** myeloid cells (Gr1/Mac-1^+^) and **e** lymphoid cells (B220^+^, CD3^+^) in BM of recipient mice 20 weeks after transplantation. For recipients where <0.01% engraftment of the relevant cell population was observed, no lineage analysis was performed. Data are mean ± s.e.m. and statistical analyses were performed using Kruskal–Wallis, *p* = 0.042 (overall) with individual groups compared using Dunn’s multiple comparisons test, p-values indicated for (**d**, **e**). Triangle symbols refer to untreated recipients and square symbols refer to NR-treated recipients. BM bone marrow, WBM total bone marrow, HSC hematopoietic stem cells, NR nicotinamide riboside, PB peripheral blood, Y young, A aged, A + NR NR-treated aged animal. Source data are provided as a Source Data File.

Taken together the data demonstrate the major age-associated changes and functional deficits of HSC, in particular metabolic shifts, and compromised reconstitution potential can be restored to a more youthful state through NR-mediated NAD repletion, although the well documented age-related hematopoietic lineage bias and homing capacity are only partially corrected.

## Discussion

Stem cell ageing and its associated functional decline have long been considered an irreversible process^65^. Recent advances, however, have challenged this paradigm by highlighting the critical role of NAD homoeostasis. As such, NAD repletion is an effective therapeutic intervention for reverting the age-associated functional decline of multiple tissue-resident stem cells^17,30–32^. Furthermore, the NAD precursor NR potently induces clearance of defective mitochondria in young HSC leading to augmented regenerative potential in a transplantation setting and enhanced hematopoiesis under homoeostatic conditions^34^.

Increased metabolic output has been linked to the dysfunction of aged HSC^9^, with only a small subset of aged HSC retaining the ability of effective mitochondrial clearance to maintain a low metabolic state with high regenerative potential^10^. Therefore, enhancing mitophagy in aged HSC is a promising avenue to improve their compromised function.

The current data reveals that NR promotes a transcriptional response consistent with increased mitophagy and reduced metabolic output in aged HSC. Mitophagy promoting genes are significantly more enriched in aged HSC from NR-treated mice with the expression of *Sirt3*, implicated in regulating mitophagy^56^ and the HSC stress and regenerative response^14^, stimulated. In addition, age-elevated levels of the heat shock protein Hspa1a were returned to youthful levels. This is important as the knockdown of Hspa1a reduces oxygen consumption and ATP production in other cell systems^57–59^. Furthermore, genes associated with primary metabolic processes were downregulated by NR administration. Importantly, NAD repletion restores mitochondrial network size and mass to levels not significantly different to those of young HSC. Intriguingly this coincided with the restoration of the low metabolic activity associated with a young state. Considering the rarity of HSC and even HSPC, more direct methods such as liquid chromatography and mass spectrometry to quantify NAD levels and dissect the metabolomic impact of NR treatment on the aged stem and progenitor cells are not feasible for this cell system. Notwithstanding these limitations, our data suggest the reduced metabolic capacity of aged HSC in response to NR treatment is mediated by modifying mitochondrial function in three ways: (1) Reduced expression of metabolic pathway genes encoded in the nucleus (including *Hk2* and *Acox1*) to diminish the production of metabolic substrates; (2) Damping mitochondrial stress (i.e. downregulation of *Hspa1a* and upregulation of *Sirt3*) shown to decrease oxygen consumption and ATP production in other cell systems^57–59^; and (3) Decreased mitochondrial mass and network-size as a further contributor to reduced metabolic output.

Despite these positive effects on HSC metabolism, NR-mediated remodelling was not indefinite, with discontinuation of treatment resulting in a reversion to a highly metabolically active state. Accordingly, any potential therapeutic intervention with NR to mitigate HSC ageing will require ongoing treatment.

Functionally, under homeostatic conditions, NR treatment led to a significant reduction of the age-enlarged stem and progenitor pool. It has previously been speculated that the age-related enlargement of the HSC pool is related to impaired HSC differentiation and enhanced HSC self-renewal^39,40,44^. Considering NR did not significantly affect HSC cell-cycle dynamics, we hypothesise that the reduction in HSC numbers following NR is due to a more efficient exit from the stem cell pool via differentiation and lineage commitment. As the age-related enlarged stem and progenitor pool has been associated with an increased propensity for malignant transformation^66^, NR administration might also lower the risk for blood cancers.

In a transplant setting NR treatment significantly improved the ability of aged HSC to reconstitute the hematopoietic system of recipient mice, evidenced by increased donor contribution. However, the improved engraftment was only evident when both transplant donors and recipients were treated with NR. With these considerations, NR treatment might enable BM donations from individuals >45 years of age, the normal cut off age^6,7^, resulting in efficient engraftment in recipients in scenarios where younger donors are not available.

Our data points towards a model (Fig. 8) where NR treatment results in cell-autonomous, metabolic improvements which promote the functional benefits we observed. However, we cannot exclude that (1) metabolic improvements merely correlate with functional improvements rather than causing them and (2) the effects are potentially indirectly mediated by effects on a different cell type (e.g. bone marrow niche cells or cells responsible for the secretion of systemic factors).

**Fig. 8:**
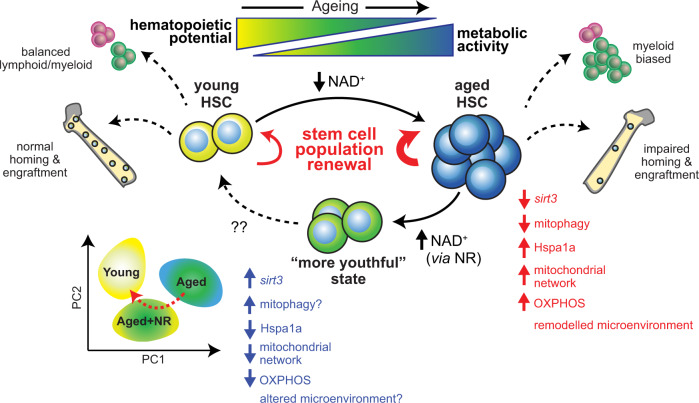
Proposed model of the effects of NR treatment on aged HSC. With age, HSC undergo several changes including expansion of the stem cell pool, reduction in homing and engraftment potential and myeloid biased differentiation. These functional changes are associated with reduced *Sirt3* expression and reduced mitophagy with a concomitant increase in the mitochondrial network and increased metabolism that is reliant on oxidative phosphorylation. These changes are underpinned by the altered transcriptional programme of aged HSC. Repletion of the age-associated decrease in NAD levels in HSC via nicotinamide riboside (NR) results in a reduction of the HSC pool as well as changes in the transcriptional programme of aged HSC towards a “more youthful” state and is associated with improved engraftment and partial reversion of the myeloid bias following transplantation of HSC isolated from NR-treated aged mice. These effects may be driven by increased *Sirt3* expression, reduced levels of Hspa1a and decreased metabolism through oxidative phosphorylation as well as increased mitophagy, which results in a reduction of mitochondrial network and output.

Notwithstanding the restorative effects of NR treatment on metabolism, stem cell pool size, reconstitution potential and transcriptional signature, the myeloid differentiation bias was only partially corrected. While NR treatment resulted in a significant increase in the number of lymphoid progenitors and a concurrent significant decrease in myeloid progenitors following treatment of aged mice, this did not translate into a significantly altered number of lymphoid and myeloid cells under homeostatic conditions, or in a transplant setting. Differences in cell cycle and/or differentiation potential of HSC and committed progenitors from the NR-treated aged animals relative to young mice, together with an overall mild corrective effect of progenitor frequency, might be responsible for this discordance.

While NR treatment shifted aged HSC towards an intermediate state in-between young and old, it is not surprising that some functional aspects of HSC ageing, such as HSC homing, were not entirely correct. We propose that in order to achieve complete restoration of a youthful state in aged HSC, a multipronged approach will be required to complement NR-mediated metabolic restoration with additional therapeutic intervention to fully shift the molecular and functional signature of aged HSC to a young state. As such, a recent study has shown supplementation with mitoquinol (MitoQ), a mitochondrial-targeted coenzyme-Q10, can also improve the function and molecular signature of aged HSC, albeit via a different mechanism^67^. In contrast to NR treatment, which resulted in reduced mitochondrial mass in young^34^ and aged HSC (current study), MitoQ treatment did not affect mitochondrial content but instead modulated mitochondrial membrane potential. Although both treatment regimens significantly enhanced the engraftment potential of aged HSC and induced transcriptional signatures indicative of increased DNA repair potential, there were treatment-specific effects. At the transcriptional level, MitoQ treatment reduced the expression of genes associated with inflammation^67^, conversely, NR treatment reduced the expression of genes associated with mitochondrial stress (i.e. Sirt3 induction, Hspa1a downregulation). At the functional level, MitoQ treatment performed better at reducing the myeloid bias of aged HSC^67^, however, even after 5 months of treatment did not significantly shrink the age-enlarged HSC pool; which was achieved by NR treatment after a mere 2 months. Hence, in future studies, it will be interesting to explore whether NR and MitoQ treatment might have additive or even synergistic effects in improving aged HSC function.

In conclusion, we introduce NR treatment, a well-tolerated form of Vitamin B3, as a novel approach to completely revert a key hallmark of HSC ageing by re-establishing youthful metabolic potential. This restoration significantly improved many functional defects associated with HSC ageing. Accordingly, NAD repletion could form the basis of future clinical intervention strategies to ultimately fully correct aged HSC to levels not significantly different from young HSC. Further studies will be required to establish whether our findings can be extended to aged human HSC and whether different forms of Vitamin B3 have distinct effects on aged HSC as has been reported for young mouse HSC^34^. It will also be important to determine whether enhanced engraftment is stable if NR is eventually withdrawn after full hematopoietic reconstitution.

## Methods

### Mice

Young (6–12 weeks) and aged (20–24 months) C57BL/6, green fluorescent protein (GFP), red fluorescent protein (RFP), Vav1-iCre-blue fluorescent protein (BFP) and Vav1-iCre-Tomato mice of both genders were bred at Monash Animal Research Platform (MARP, Monash University, Clayton, Australia). The Vav-iCre (B6.Cg-Tg(Vav1-iCre)A2Kio/J) and tomato ((B6.Cg-Gt(ROSA)26Sortm 14 (CAGtdTomato) HzeJ)) mice were purchased from the Jackson Laboratory (Bar Harbor, Maine, USA) and crossed at MARP. For NR treatment experiments female mice were used. Wild type and the indicated ubiquitously fluorescently tagged mouse strains were used in transplant settings enabling the discrimination between donor and recipient derived cells. For transplant experiments, young mice of both genders were used as recipients. Mice received mouse chow and acidified water with or without NR (3 mg/ml) ad libidum as per a previous study^68^. Where mice received NR water, it was replaced every two days. All animal experiments were approved by the Monash Animal Services Ethics Committee and conducted in compliance with the specified ethics regulations.

### Fluorescence-activated cell sorting (FACS)-mediated purification of hematopoietic cell types

Bone marrow (BM) was isolated from young and aged mice as previously described^69^. Briefly, femurs, tibia and iliac crests were excised and the epiphyseal and metaphyseal regions removed. The bones were ground with a mortar and pestle in phosphate-buffered saline (PBS) 2% fetal calf serum (FCS) to liberate BM cells. Crushed bone fragments were digested with collagenase I (3 mg/ml; Worthington) and dispase II (4 mg/ml; Gibco) at 37 °C in an orbital shaker for 5 min, washed in PBS 2% FCS and filtered. The two cellular BM fractions were then combined, washed in PBS 2% FCS and filtered.

To isolate macrophages, whole-BM cells were stained with a cocktail of anti-mouse antibodies (Sca-1, cKit, B220, Ter119, CD3, Mac-1, Ly6C, Ly6G and F4/80) and Sca-1^−^cKit^−^Mac-1^+^B220^−^TER119^−^CD3^−^Ly6C^+^Ly6G^−^F480^+^ cells purified using flow cytometry. To isolate neutrophils, whole-BM cells were stained with a cocktail of anti-mouse antibodies (B220, Ter119, Mac-1, Ly6C, Ly6G) and B220-Ter119^−^Mac^+^Ly6C^+^Ly6G^+^ cells purified using flow cytometry. To isolate B cells whole-BM cells were stained with a cocktail of anti-mouse antibodies (B220, Ter119, Mac-1) and B220^+^Ter119^−^Mac-1^−^ cells purified using flow cytometry.

Mononuclear cells were obtained by density centrifugation of BM using Nycoprep (Axis-Shield) and lineage negative (Lin^−^) cells separated as previously described^70^. Briefly, low-density cells were stained with rat-anti-mouse B220 (CD45R), Mac-1 (CD11b), Gr-1 and Ter119 antibodies (BD Pharmingen, Franklin Lakes, NJ, US). Lin^−^ cells were obtained using anti-rat Dynal beads (Invitrogen) as previously described^71^, and stained with a cocktail of anti-mouse antibodies (Sca-1, cKit, CD48 and CD150) to isolate hematopoietic stem and progenitor cells. Cell sorting was performed on an Influx (BD) cell sorter using propidium iodide (PI, Sigma Aldrich) to exclude dead cells.

### Flow cytometry analysis and assays

Flow cytometric analysis was performed using an LSRII (BD Biosciences) as previously described^72^. Whole-BM cells were immunolabeled with a lineage cocktail (anti-B220, anti-CD3, anti-Gr1 and anti-Mac-1), anti-Sca-1, anti-cKit, anti-CD48, anti-CD150, anti-CD127, anti-Flt3, anti-CD34 and anti-CD16/32 antibodies. Secondary labelling was performed using streptavidin BUV805 where appropriate. Cells were analysed as HSPC (Lin^−^Sca-1^+^cKit^+^), HSC (Lin^−^Sca-1^+^cKit^+^CD150^+^CD48^−^), MMP (Lin^−^Sca-1^+^cKit^+^CD48^+^), granulocyte–macrophage progenitors (GMP; Lin^−^CD127^−^Sca-1^−^cKit^-^CD34^+^CD16/32^+^), lymphoid-primed multipotent progenitors (LMPP; Lin^−^Sca-1^+^cKit^+^CD34^+^Flt3^+^). Differentiated myeloid cells (Gr1/Mac-1^+^) and differentiated lymphoid cells (B220^+^, CD3^+^) on a LSRII (BD) as previously described^10,41,73^. To assess CD69 activation, whole-BM cells (200,000) were immunolabeled with anti-CD69, anti-B220, anti-Ly6G, anti-Ly6c, anti-Mac-1, anti-CD11c and F4/80. To assess cell cycle, whole-BM cells (2 × 10^6^) were immunolabeled with a lineage cocktail (anti-B220, anti-Gr1, anti-Mac-1), anti-Sca-1, anti-cKit, anti-CD48 and anti-CD150 antibodies, washed and then stained with anti-Ki67-BV786 (BD Biosciences) and Hoechst 33342 (20 μg/ml) using Fixation/Permeabilization Kit (ThermoFisher) according to the manufacturer’s instructions. A full list of antibodies and their working concentrations used in this work is detailed in Supplementary Table 1.

### Quantification of NAD levels

Quantification of relative NAD levels was performed on 1.5 × 10^5^ cells per sample (each coming from a pool of 3–5 mice) using the NAD^+^/NADH Quantification Colorimetric Kit by BioVision (Catalogue #K337) according to the manufacturer’s instructions.

### Transcriptional profiling of HSC

Ribonucleic acid (RNA) was extracted and purified from young and aged HSC (20,000–25,000 cells from individual mice) using the Direct-zol RNA micro kit (Zymo Research) according to the manufacturer’s instructions (RNA integrity number value >8).

For RNA sequencing a 3-prime biased approach was used to generate sequencing libraries. An 8 bp sample index and a 10 bp unique molecular identifier (UMI) were added during initial poly(A) priming and pooled samples were amplified using a template-switching oligonucleotide. The Illumina P5 (5′ AAT GAT ACG GCG ACC ACC GA 3′) and P7 (5′ CAA GCA GAA GAC GGC ATA CGA GAT 3′) sequences were added by PCR and Nextera transposase, respectively. The library was designed so that the forward read (R1) utilises a custom primer (5′ GCC TGT CCG CGG AAG CAG TGG TAT CAA CGC AGA GTA C 3′) to sequence directly into the index and then the 10 bp UMI. The reverse read (R2) uses the standard R2 primer to sequence the cDNA in the sense direction for transcript identification. Sequencing was performed on the NextSeq550 (Illumina), using the V2 High output kit (Illumina, #TG-160-2005) in accordance with the Illumina Protocol 15046563 v02, generating 2 reads per cluster composed of a 19 bp R1 and a 72 bp R2. Sample reads were aligned to the mouse genome (GENCODE GRCm38 primary assembly) using STAR version 2.4.2a^74^. Reads with duplicated UMIs were removed using the software Je option markdupes^75^. Transcript quantification was performed using feature Counts (exonic regions of GENCODE’s vM15 annotation version)^76^, and transcripts with more than 5 sequencing reads and 2 counts per million of mapped reads in at least two samples were used for further analysis. This resulted in a filtered count matrix of 16,154 genes. The resulting filtered count matrix was imported into edgeR and effective library sizes were calculated using the TMM method^77^.

To generate an overview between the similarities and differences between conditions and examine the consistency between replicate samples the count data were transformed into log(cpm) utilising the edgeR cpm function with a (pior.count = 10). Next, log(cpm) were used to generate a hierarchical clustering based on the sample-to-sample euclidean distances using the R *dist* and hclust (method = “ward.D2”) functions, and a PCA plot to display the samples based on their two first principal components, using the DESeq2 package plotPCA function^78^.

Differentially expressed genes were identified using the edgeR pipeline^79,80^. In brief, library size normalisation was performed using the TMM method^81^, estimates of a common negative binomial dispersion, the abundance-dispersion trend by Cox–Reid profiled likelihood and empirical Bayes estimate of the negative dispersion parameter per gene were calculated followed by the fitting of the negative binomial generalised log-linear model to the read counts^80^. Differential expression was tested using likelihood ratio tests. The resulting *P*-values were corrected for multiple testing with Benjamini–Hochberg to control for the false discovery rate (FDR). Only genes with FDR ≤ 0.05 were considered as differentially expressed.

Differentially expressed genes were imported into DAVID^82^ to identify general gene ontology categories. Expression heatmaps were generated using Multiple Experiment Viewer (MeV)^83^ using the log(cpm) values and centred by their gene median expression across samples.

Differentially expressed genes were imported into STRING-DB^48^ to determine gene interactions and metabolic gene ontologies. The STRING gene network was imported and visualised into Cytoscape 3.7.1 using the stringApp 1.5.1^84^. This list of gene interactions was exported and reformatted into a Simple Interaction File and its gene network determined using CYTOSCAPE^85^ as per a previous publication^86^. The subsets of genes involved in the metabolic biological processes of interest were also exported from STRING-DB and overlaid onto the Cytoscape gene network using CYTOSCAPE. The option “Pie” in “Image/Chart” was used.

The 2635 differentially expressed genes from the previously published dataset^45^ were passed from mm9 coordinates to m10 coordinates using the liftOver tool^87^ resulting in 2632 mm10 regions. Next, we overlapped the mm10 coordinates to (GENCODE’s vM15 annotation version) using bedtools intersect^88^ resulting in the overlap of 2614 genes of which 2464 were found in our filtered count matrix (16,154 genes). The resulting overlap between 2464 differentially expressed genes from Sun et al.^45^ and the 3338 differentially expressed genes in this study resulted in an overlap of 1133 genes between both datasets. The overlap between gene lists was statistically evaluated by calculating the hypergeometric test using the R *phypher* function. The number of genes passing the initial filtering cutoff, 16,154, was considered as the total number of genes.

Gene set activity analysis for positive regulators of mitophagy (via GO:0000423 from The Jackson Laboratory’s Mouse Genome Informatics database: *Ambra1*, *Atg13*, Cdc37, *Clec16a*, *Hdac6*, *Huwe1*, *Optn*, *Pink1*, *Smurf1*, *Sqstm1*, *Trp53*, *Vps13c*, *Vps13d*) was performed as follows: For each sample, the activity of a gene set (gene signature) was approximated by the area under the recovery curve, which was constructed based on the cumulative number of genes in the gene set that was present in the top 15% most highly expressed genes^89^. A higher score suggests the sample contains not only more genes in the top 15% gene expression, but more genes at the higher expression end of these 15% genes, and thus indicates a higher activity of the gene signature.

### Analysis of mitochondrial respiration

Mitochondrial activity of freshly isolated progenitor cells, stem cells and macrophages, neutrophils and B cells was measured using a seahorse metabolic influx assay according to the manufacturer’s instructions (Agilent Technologies). Optimisation runs identified the ideal number of cells per well for the respective cell types using the 96-well plate assay format (10,000–25,000 HSPC and HSC/well, 25,000 macrophages/well, 50,000 neutrophils/well, 100,000 B cells/well). Cells were re-suspended in serum-free seahorse XF DMEM medium (pH 7.4 supplemented with 25 mM glucose and 1 mM pyruvate) and plated onto a 96-well plate pre-coated for 1 h with Cell-Tak (22.4 μg/ml, Corning). Plates were immediately analysed using a seahorse Bioscience XFe96 extracellular flux analyser (Agilent Technologies). The oxygen consumption rate (OCR) was measured at 37 °C under basal conditions and in response to 1 μM oligomycin, followed by 2 μM fluoro-carbonyl cyanide phenylhydrazone (FCCP) and 1 μM retone/antimycin A (all from Agilent Technologies). The OCR from cells was normalised against the total protein concentration of cells measured by a DC protein assay (Bio-Rad) according to the manufacturer’s instructions. Every seahorse assay was run with the following instrument settings: 7 min mix time and 4 min read time.

### Analysis of mitochondrial network size

Freshly isolated HSC were seeded on µ-Slide 8-wells (Ibidi, 80826) pre-coated for 30 min with Cell-Tak (22.4 μg/ml, Corning) before being fixed in 4% paraformaldehyde /Sorensen’s buffer for 10 min and washed with water. After permeabilization with 0.5% (w/v) Triton X-100 in PBS, cells were washed twice using PBS with 0.2 % (w/v) Tween-20 and incubated with anti-Tom20 (1:500; Santa Cruz, SC-11415) for 90 min at room temperature. After two wash steps, the cells were labelled with Alexa-Fluor-564 conjugated anti-rabbit-IgG (Molecular Probes, A-11011) followed by Hoechst 33342 (1 µg/ml). For imaging, confocal microscopy was performed on a Leica TCS SP8 inverted confocal microscope equipped with HyD detectors using a ×63/1.40 NA oil immersion objective (HC PLAPO, CS2, Leica Microsystems). 3× line accumulation, 600 Hz bi-directional scanning speed and 25% Smart Gain were used as a default setting for the image acquisition with HyD detectors. Microscopy data were recorded using the Leica LAS X Life software (v3.5.5.19976). Images in all experimental groups were obtained using the same settings. *Z*-sectioning was performed using 300-nm slices. Leica.lif files were converted to multi-colour.tiff composite stacks using custom-written Fiji/ImageJ macros (v1.52n)^90^. For 2D image analysis, the mitochondrial image stack was filtered with a Gaussian Blur (2 pixel) and converted to binary image files using the ‘Moments’ Thresholding method. Those segmented image objects were analysed using the “Analyse Particles” function in Fiji/ImageJ, and the fluorescently stained area per cell was quantified. For volumetric analysis, confocal *z*-stacks of Tom20-labelled mitochondria were mean filtered (1px) and then segmented in 3D using the “3D Watershed method” (Seed Threshold: 40; Image Threshold: 30; Image&Seed data: *Image input file to be segmented*; radius:1) of the 3D ImageJ Suite (https://imagejdocu.tudor.lu/plugin/stacks/3d_ij_suite/start)^91^. Segmented 3D objects were loaded into 3D ROI manager and quantified using “Measure 3D”. The resulting volume measurements were exported and saved as.xlsx files for further downstream processing. If necessary, size-filtering was performed to exclude debris or non-specific staining. Average volumes of all mitochondrial objects per cell (unit: pixels^3^) plotted in GraphPad Prism. Surface volume renderings of mitochondrial objects were created using Fiji/ImageJ (v1.52n). Confocal *z*-stacks of mitochondrial staining were loaded into Fiji/ImageJ and visualised using the 3D viewer plugin (Threshold: 50; Resampling Factor: 2). The background was set to white and views exported as.tiff files.

### Electron microscopy

Cell suspensions were incubated on Poly-l-lysine-coated dishes for 15 min then fixed with 2.5% glutaraldehyde (Electron Microscopy Services) in PBS for 30 min at room temperature.

Samples were then further fixed and contrasted with 1% osmium tetroxide (ProSciTech) then 2% uranyl acetate (ProSciTech). Cells were serially dehydrated in increasing concentrations of ethanol, then embedded in LX-112 resin (Lad Research) using a Pelco Biowave. Samples were polymerised in a 60 °C oven for 24 h, then ultrathin sections were obtained using a Leica Ultracut UC6 Ultramicrotome. Sections were viewed and micrographs acquired using a JEOL JEM-1011 transmission electron microscope equipped with a Morada CCD camera (Olympus) under the control of iTEM software.

### Mitotracker green assay

Whole-BM cells were immunolabeled with a lineage cocktail (anti-B220, anti-CD3, anti-Gr1 and anti-Mac-1), anti-Sca-1, anti-cKit, anti-CD48, anti-CD150 for 20 min at 4 °C, washed and dry pelleted. The cells were re-suspended in 100 μl of PBS 2% FCS containing verapamil (50 μM), incubated for 30 min at 37 °C and without washing was then treated with 100 nM (final) of mitotracker green for a further 30 min at 37 °C. Propidium iodide was spiked directly into the cell suspensions and samples were analysed on a LSRII as described above.

### Western blot

Bone marrow Lin^−^Sca-1^+^cKit^+^ (LSK) cells were sort purified by FACS as described above and lysed for 20 min on ice using RIPA buffer (Pierce RIPA buffer containing 1× Halt Protease and Phosphatase Inhibitor cocktail, Thermo Scientific #89900 and #1861281). The samples were centrifuged at 18,000×*g* for 10 min and the supernatants were collected and frozen at −80 °C. Each sorted young sample is comprised of a pool of 5 young mice, while aged and NR-treated aged samples are obtained from individual mice. The lysates were thawed, prepared and loaded onto the JESS automated Western Blot system (ProteinSimple) according to the manufacture and analysed for Hspa1a/Hsp70 (Cell Signalling; rabbit polyclonal #4872) on the chemiluminescence channel and vinculin (Sigma; mouse monoclonal #V9264) as loading control on the near-IR channel. The data was analysed using Compass software (https://www.proteinsimple.com/compass/downloads) and the area under the curve (AUC) was calculated from the electropherograms. The Hspa1a signal was then quantified relative to the vinculin loading control for each sample.

### Homing assay

Sorted HSC from C57BL/6 mice were labelled with the fluorescent tracking dye carboxy fluorescein succinimidyl ester (CFDA-SE, CFSE when incorporated, Molecular Probes, Eugene OR, US) or seminaphtorhodafluor-1-acetoxymethylester (SNARF-1; Invitrogen) to use as donor cells as previously described^71,72^. In other experiments, sorted HSC from GFP or RFP mice were used as donor cells. A total of 7000–50,000 donor cells were transplanted into each non-irradiated C57BL/6 recipient via lateral tail vein injection with an additional non ablated 200,000 whole-BM carrier cells. The homing efficiency of donor HSC was assessed after 15 h as previously described^72^. In brief, femurs, tibia and iliac crests were removed, BM isolated and the content of CFSE^+^, SNARF^+^, GFP^+^ or RFP^+^ cells analysed by flow cytometry.

### Engraftment assay

#### In vivo NR-treated aged HSC into NR-treated recipients

To assess BM reconstitution potential, HSC from aged (100 cells) or NR-treated aged (100 cells) C57BL/6 wild-type mice were co-transplanted with 30 HSC from young RFP mice together with 200,000 irradiated (15 Gy) whole-BM carrier cells into irradiated (9.5 Gy) young GFP or BFP recipients. The recipients transplanted with NR-treated aged HSC were supplemented with acidified water with NR (3 mg/ml), and the recipients transplanted with aged HSC were provided with acidified water without NR, ad libidum.

#### In vitro NR-treated aged HSC into NR-treated recipients

Tomato^+^ HSC were sorted from aged Vav1-iCre-Tomato donor mice (*n* = 3) into a 96-well plate at 450 HSC/well in 50 μl of StemSpan SFEM II (10 ng/ml rmSCF and 10 ng/ml rhFLT3L) with and without 1 mM NR. In addition, GFP^+^ HSC were sorted from young GFP mice (*n* = 6 pooled) at 150 HSC/well into SFEM II (10 ng/ml rmSCF and 10 ng/ml rmFLT3L). The plates were incubated in a 5% O_2_ triple-mix incubator at 37 °C for 2 days. The wells were pooled to allow transplant of 450 tomato^+^ aged HSC and 150 young GFP^+^ HSC plus 200,000 non-irradiated whole-BM carrier cells into each young irradiated C57Bl/6 recipient. Five recipients were transplanted for each untreated aged (*n* = 3; 15 recipients total) and aged NR-treated donor group (*n* = 3; 15 recipients total). The recipients transplanted with NR-treated aged HSC were supplemented with acidified water with NR (3 mg/ml), and the recipients transplanted with untreated aged HSC were provided with acidified water without NR, ad libidum.

#### In vivo NR-treated aged HSC into untreated recipients

To assess engraftment into recipients that were not treated with NR, sorted GFP^+^ HSC (300 cells) from aged or NR-treated aged GFP mice were transplanted with 200,000 irradiated (15 Gy) whole-BM carrier cells into irradiated (9.5 Gy) young C57BL/6 wild-type recipients. The recipients were provided with acidified water, ad libidum.

#### Untreated aged HSC into NR-treated recipients

To assess the engraftment of aged HSC into treated NR, sorted GFP^+^ HSC (300 cells) from aged GFP mice (*n* = 2 pooled) and RFP^+^ HSC (100 cells) from young RFP mice (*n* = 8 pooled) were transplanted with 200,000 irradiated (15 Gy) whole-BM carrier cells into irradiated (9.5 Gy) young C57BL/6 wild-type recipients. The recipients were provided with either acidified water supplemented with NR (3 mg/ml) (*n* = 9) or water without NR (*n* = 8), ad libidum.

Engraftment levels were assessed at 6, 12, and 20 weeks post-transplant for PB and 20 weeks post-transplant for BM. Multi-lineage reconstitution and the frequency of different donor-derived populations were examined by staining with a lineage cocktail (anti-B220, anti-CD3, anti-Gr1 and anti-Mac-1), anti-Sca-1, anti-cKit, anti-CD48, anti-CD150, anti-CD127, anti-Flt3, anti-CD34 and anti-CD16/32 antibodies. Secondary labelling was performed using streptavidin BUV805 where appropriate. Cells were analysed as HSPC, HSC, GMP, LMPP, myeloid cells (Gr1/Mac-1^+^) and lymphoid cells (B220^+^, CD3^+^) on a LSRII (BD) as previously described^10,41,73^.

### Statistical analysis

Data were assessed for normal distribution with a Shapiro–Wilk normality test using GraphPad Prism 8 (GraphPad Software Inc, San Diego, USA) and presented as mean ± standard error of the mean (s.e.m) or as box-and-whisker plots, Box indicates 25th to 75th percentile, the line indicates the median and whiskers indicate min to max values. Differences between means were evaluated by an unpaired two-sided Student’s *t-*test or one-way ANOVA with post-hoc multiple comparisons test (Tukey’s multiple comparison test) if data were normally distributed and the variance was equal. Non-parametric Mann–Whitney or Kruskal–Wallis test (with Dunn’s multiple comparison’s analysis) were used if data were not normally distributed or if the unequal variance between groups were observed. Two-way ANOVA with Geisser-Greenhouse correction and post-hoc multiple comparisons test (Holm–Sidak multiple comparisons test) was also used where appropriate. The difference between groups is considered statistically significant if *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

Custom computer code used to generate results reported in the paper are available from the corresponding authors upon reasonable request.

## Source data

Source Data

# Supplementary material for: Nicotinamide riboside attenuates age-associated metabolic and functional changes in hematopoietic stem cells
**Source:** Nat Commun. 2021 May 11;12:2665. doi: 10.1038/s41467-021-22863-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

**Supplementary Fig. 1: Representative flow cytometry plots for lymphoid and myeloid lineage cells.**

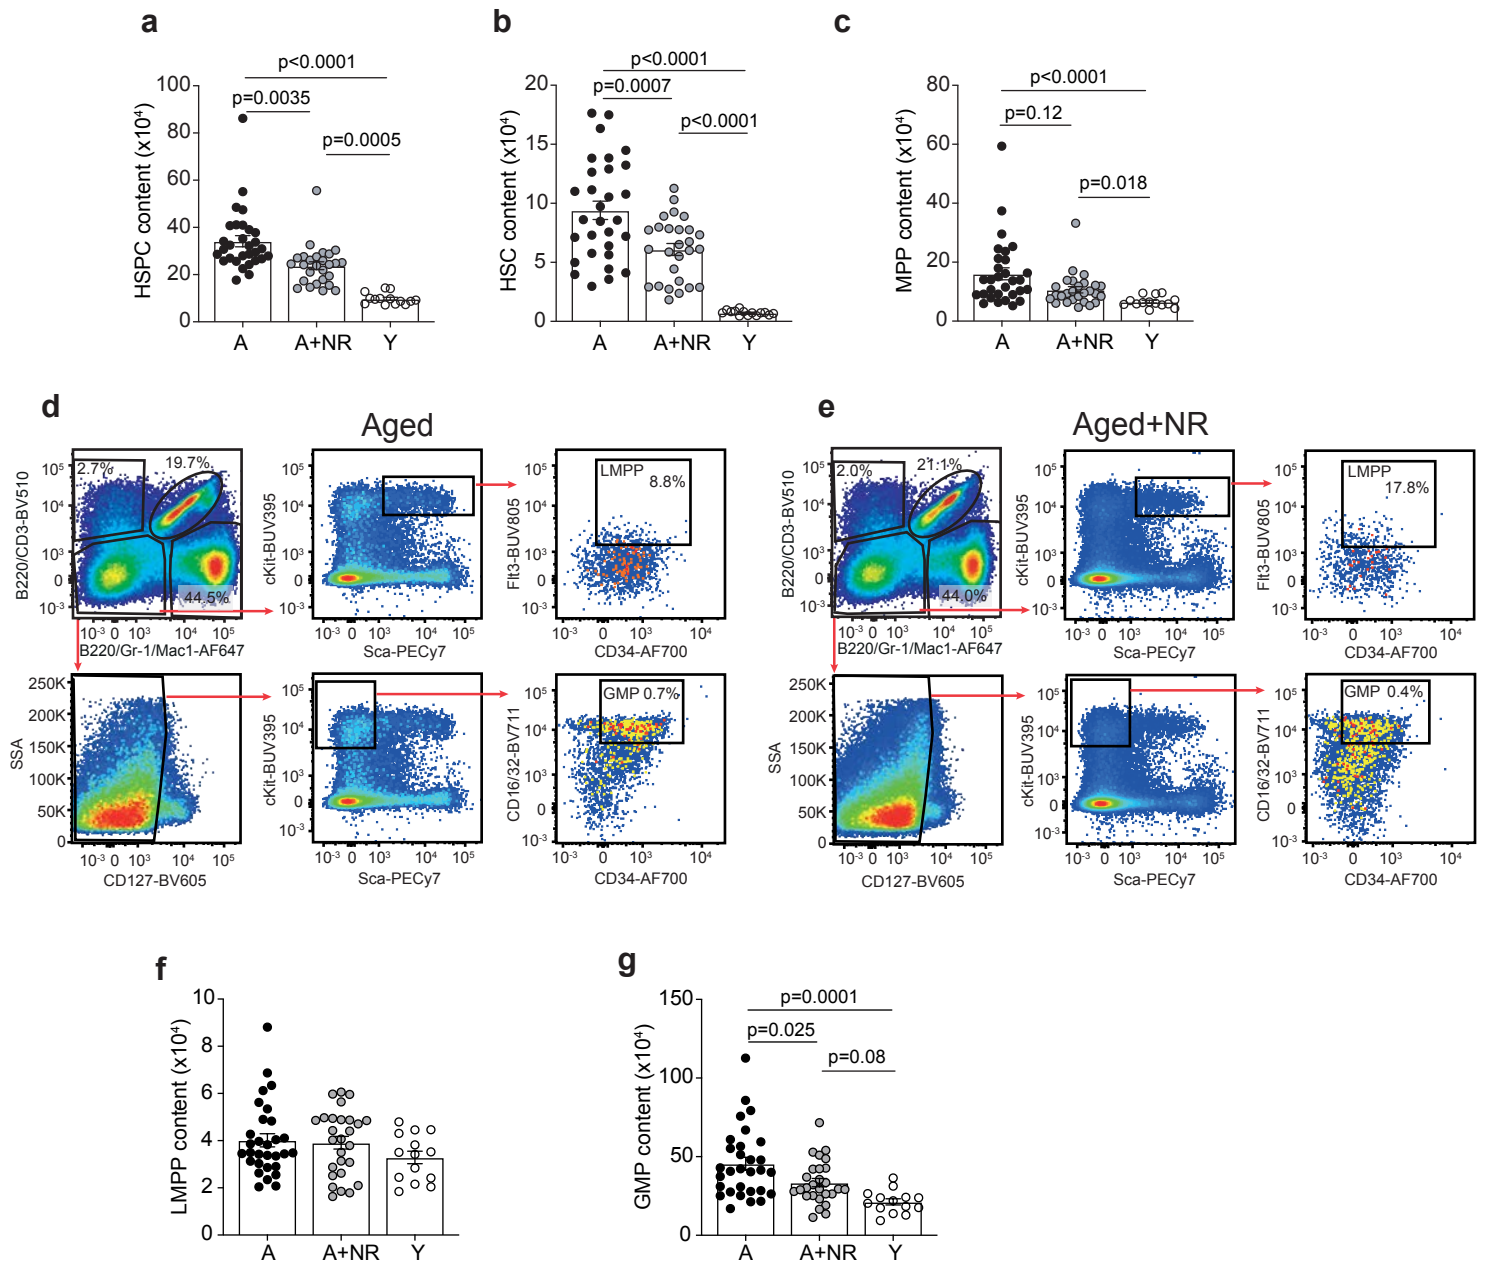

**Supplementary Fig. 1: Representative flow cytometry plots for lymphoid and myeloid**

**lineage cells.** Number of **(a)** HSPC (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>), **(b)** HSC (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>CD150<sup>+</sup>CD48<sup>-</sup>) and **(c)** MPP (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>CD48<sup>+</sup>) per hindlimb in aged (n=30, biological replicates), NR treated aged (n=27, biological replicates) and young (n=14, biological replicates) mice. **(d)** Representative flow cytometry plot for LMPP (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>CD34<sup>+</sup>Flt3<sup>+</sup>) and GMP (Lin<sup>-</sup>CD127<sup>-</sup>Sca-1<sup>-</sup>cKit<sup>+</sup>CD34<sup>+</sup>CD16/32<sup>+</sup>) in aged **(e)** and **(f)** NR treated aged BM. **(f, g)**. Number of **(f)** LMPP (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>CD34<sup>+</sup>Flt3<sup>+</sup>) and **(g)** GMP (Lin<sup>-</sup>CD127<sup>-</sup>Sca-1<sup>-</sup>cKit<sup>+</sup>CD34<sup>+</sup>CD16/32<sup>+</sup>) in aged (n=30, biological replicates), NR treated aged (n=27, biological replicates) and young (n=14, biological replicates) BM. Data are mean  $\pm$  s.e.m and is a pool from 8 separate collection days. Statistical analyses were performed using Kruskal-Wallis test,  $p < 0.0001$  (overall for **a**),  $p < 0.0001$  (overall for **c**) with individual groups compared using Dunn's multiple comparisons test, p-values indicated for **(a, c)** and Ordinary One-way ANOVA,  $p < 0.0001$  (overall for **b**),  $p = 0.25$  (overall for **f**),  $p = 0.0001$  (overall for **g**) with individual groups compared using Tukey's multiple comparisons test, p-values indicated for **(b, f, g)**. Abbreviations: NR=nicotinamide riboside, BM=bone marrow, WBM=total bone marrow, Y=young, A=aged, A+NR = NR treated aged animal, Y+NR = NR treated young animal, HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, MMP= multipotent progenitors, GMP=granulocyte–macrophage progenitors, LMPP= Lymphoid-primed multipotent progenitors. Source data are provided as a Source Data File.

Supplementary Fig. 2: NR administration does not affect BM cellular composition in young mice.

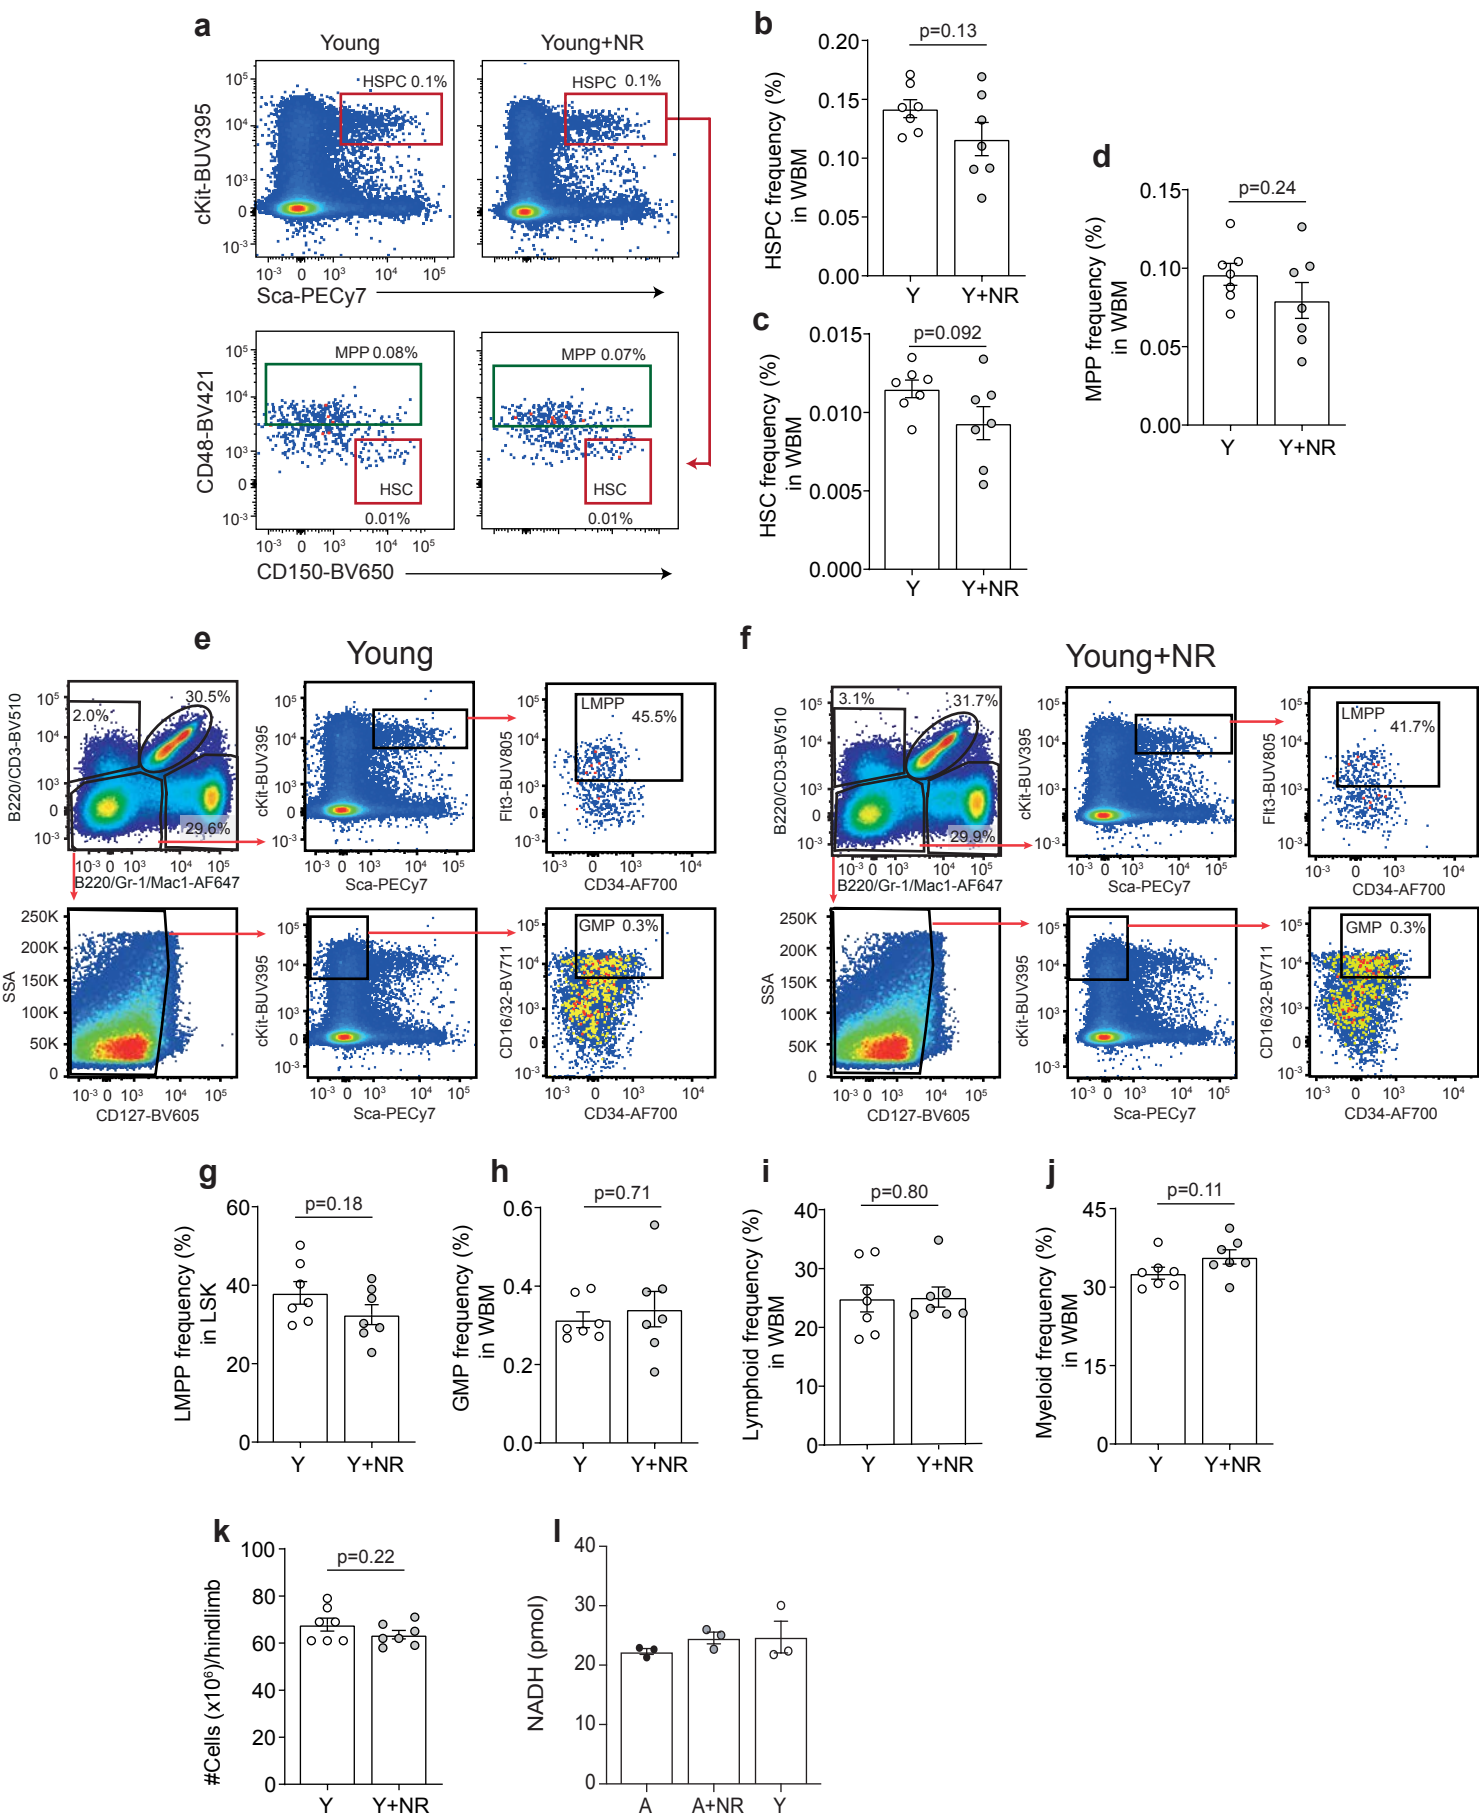

**Supplementary Fig. 2: NR administration does not affect BM cellular composition in**

**young mice. (a)** Representative flow cytometry plots for HSPC, HSC and MPP in the BM of young controls and NR treated young mice (NR was administered for 8 weeks). **(b-d)**

Incidence of **(b)** HSPC, **(c)** HSC, and **(d)** MPP in the BM of young (n=7, biological replicates) and NR treated young (n=7, biological replicates) mice. **(e, f)** Representative flow cytometry plots for LMPP and GMP in the BM of **(e)** young controls and **(f)** NR treated young mice (NR was administered for 8 weeks). **(g)** LMPP, **(h)** GMP, **(i)** lymphoid cells, and **(j)** myeloid cells. **(k)** Hindlimb BM cellularity in young and NR treated young mice. Data is mean  $\pm$  s.e.m and statistical analyses were performed using an unpaired two-sided Student's t-test **(b-d, g, j, k)** or two-sided Mann-Whitney U-test **(h, k)**, p-values indicated. **(l)** NADH levels are not significantly different in aged (n=3, biological replicates), NR treated aged (n=3, biological replicates) and young (n=3, biological replicates) mice. Data is mean  $\pm$  s.e.m and statistical analysis was performed using Ordinary One-Way ANOVA, p=0.54 (overall for l). Abbreviations: HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, BM=bone marrow, WBM=total bone marrow, NR=nicotinamide riboside, MMP=multipotent progenitors, GMP=granulocyte macrophage progenitors, LMPP=lymphoid-primed multi-potent progenitors, Y=young, Y+NR=NR treated young animal. Source data are provided as a Source Data File.

Supplementary Fig. 3: Age and NR treatment related transcriptional changes in HSC.

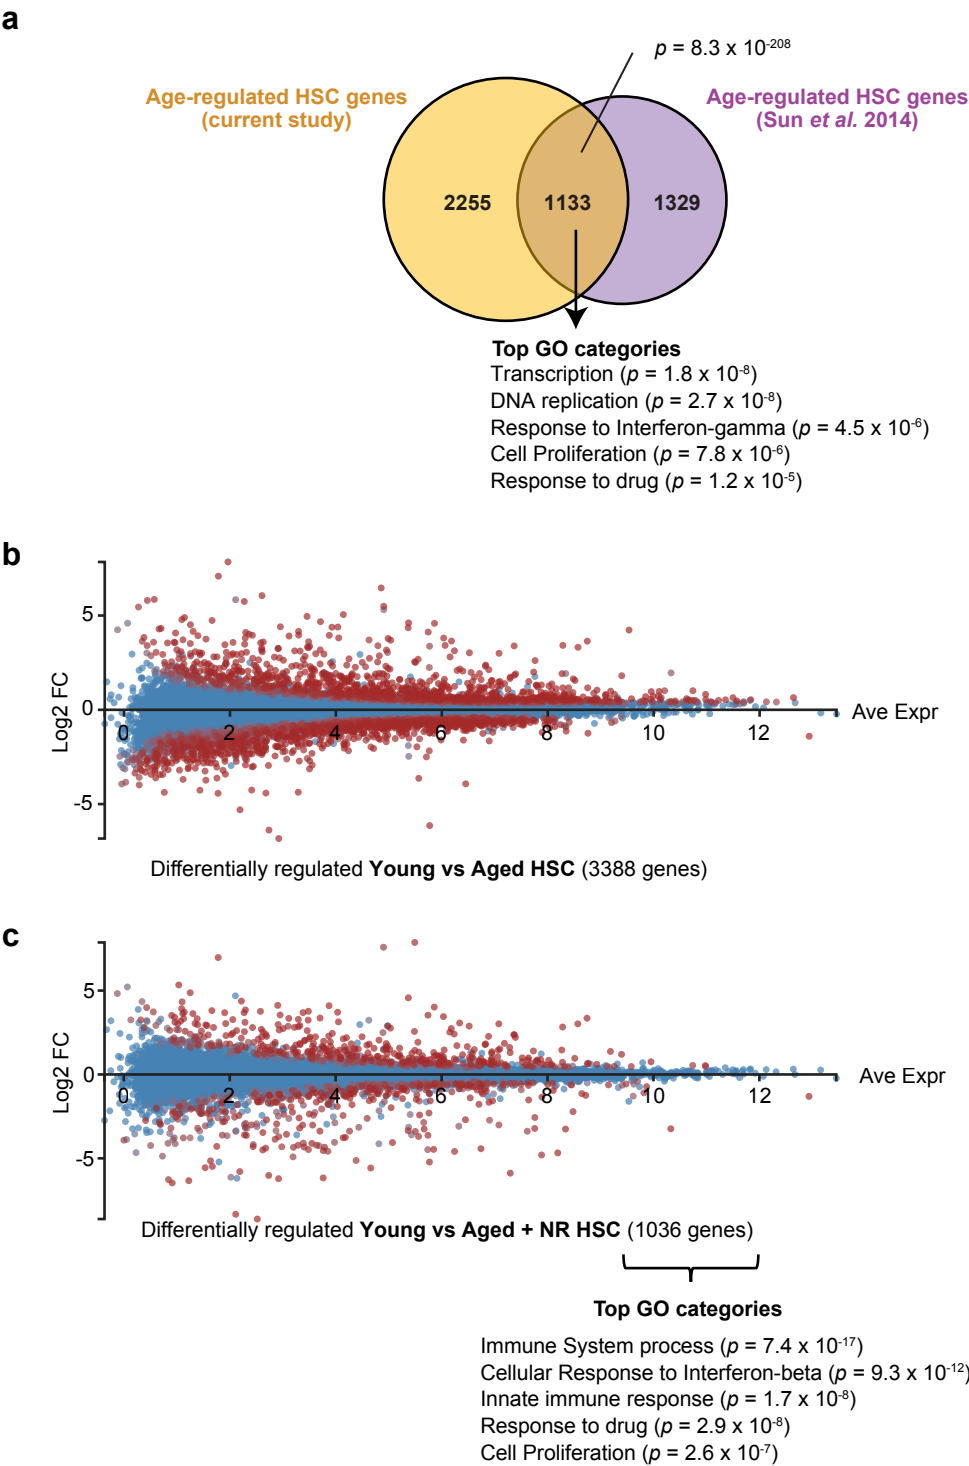

**d**

FDRs associated with Figure 3b-e

|         | Y vs A      | A vs A+NR   | Y vs A+NR   |
|---------|-------------|-------------|-------------|
| HK2     | 9.05785e-06 | 0.039721882 | 0.170664841 |
| FoxK1   | 0.005906023 | 0.021241006 | 0.932125149 |
| Acox1   | 0.003769787 | 0.001399394 | 0.8329287   |
| Idh1    | 0.298535234 | 0.002688513 | 0.127349496 |
| Cox7a2l | 0.0035829   | 0.005422534 | 0.975072219 |
| Ndufc2  | 0.023085378 | 0.011155765 | 0.843931029 |
| CD38    | 1.16e-07    | 0.00473744  | 0.150528706 |
| Sirt3   | 0.241557211 | 0.021811671 | 0.467239704 |

**Supplementary Fig. 3: Age and NR treatment related transcriptional changes in HSC.**

**(a)** Visualisation of the overlap of differentially expressed genes in this study between young and aged HSC (false discovery rate  $<0.05$ ) was compared with the differentially genes from a published study<sup>45</sup>. A hyper geometric test was used to calculate significance of the overlap. DAVID was used to determine the top gene ontology categories associated with the 1133 differentially expressed genes shared by both data sets. **(b, c)** MA-plots visualising the differentially expressed genes **(b)** between young and aged HSC (false discovery rate  $<0.05$ ) and **(c)** young and aged HSC from NR treated mice (false discovery rate  $<0.05$ ). For panel **c** top gene ontology categories (DAVID) for differentially regulated genes are indicated. **(d)** Exact FDR values comparing aged (n=5, biological replicates), NR treated aged (n=5, biological replicates) and young HSC (n=5, biological replicates) for metabolism genes associated with Figure 3b-e. Statistical analyses were performed using R *phyper* **(a)**, DAVID **(a, c)** and EdgeR (false discovery rates between 2 groups were determined considering the third group as background, **a-d**). All data are mean  $\pm$  s.e.m. Abbreviations: HSC=hematopoietic stem cells, NR=nicotinamide riboside, p=p-value.

Supplementary Fig. 4: NR treatment impacts cell cycle.

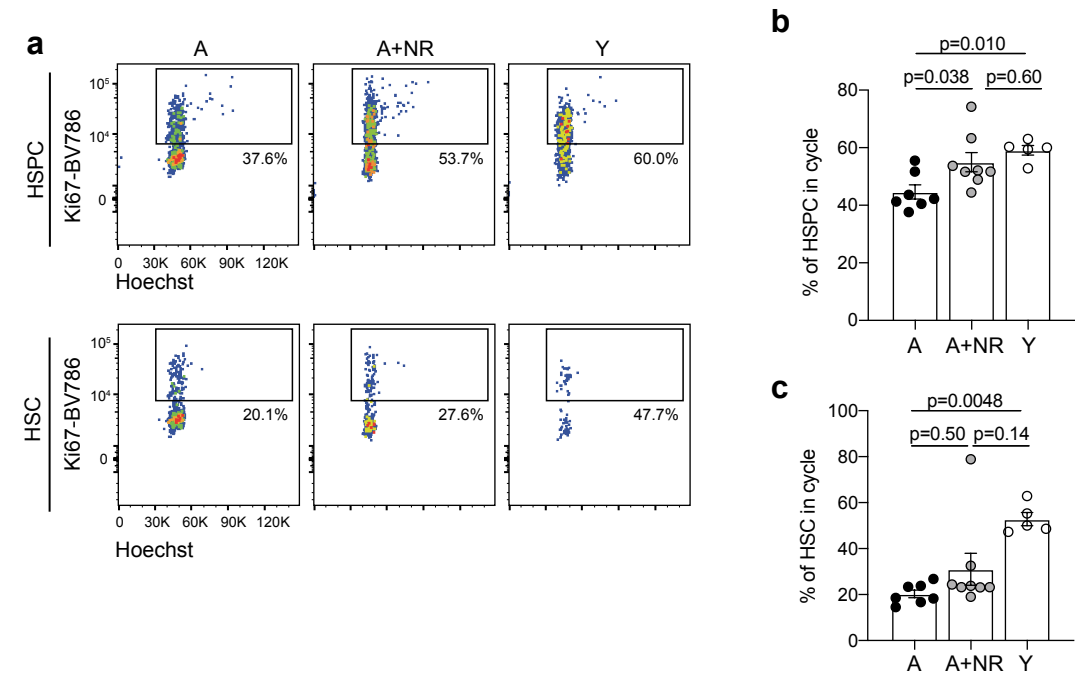

**Supplementary Fig. 4: NR treatment impacts cell cycle.** (a) Representative flow cytometry plots visualising percentage of HSPC and HSC that are in cell cycle (Ki67<sup>+</sup>) in young (n=5, biological replicates), aged (n=7, biological replicates) and NR treated aged (n=8, biological replicates). (b, c) Quantification of percentage of HSPC and HSC in cycle. Data is mean  $\pm$  s.e.m and statistical analyses were performed using Ordinary One-Way ANOVA, p=0.0084 (overall for b) with individual groups compared using Tukey's multiple comparisons test and Kruskal-Wallis, p=0.0026 (overall for c) with individual groups compared using Dunn's multiple comparisons test, p-values indicated. Abbreviations: NR=nicotinamide riboside, HSPC = hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, Y=young, A=aged, A+NR=NR treated aged animal. Source data are provided as a Source Data File.

**Supplementary Fig. 5: NR administration influences mitochondrial metabolism in young HSPC.**

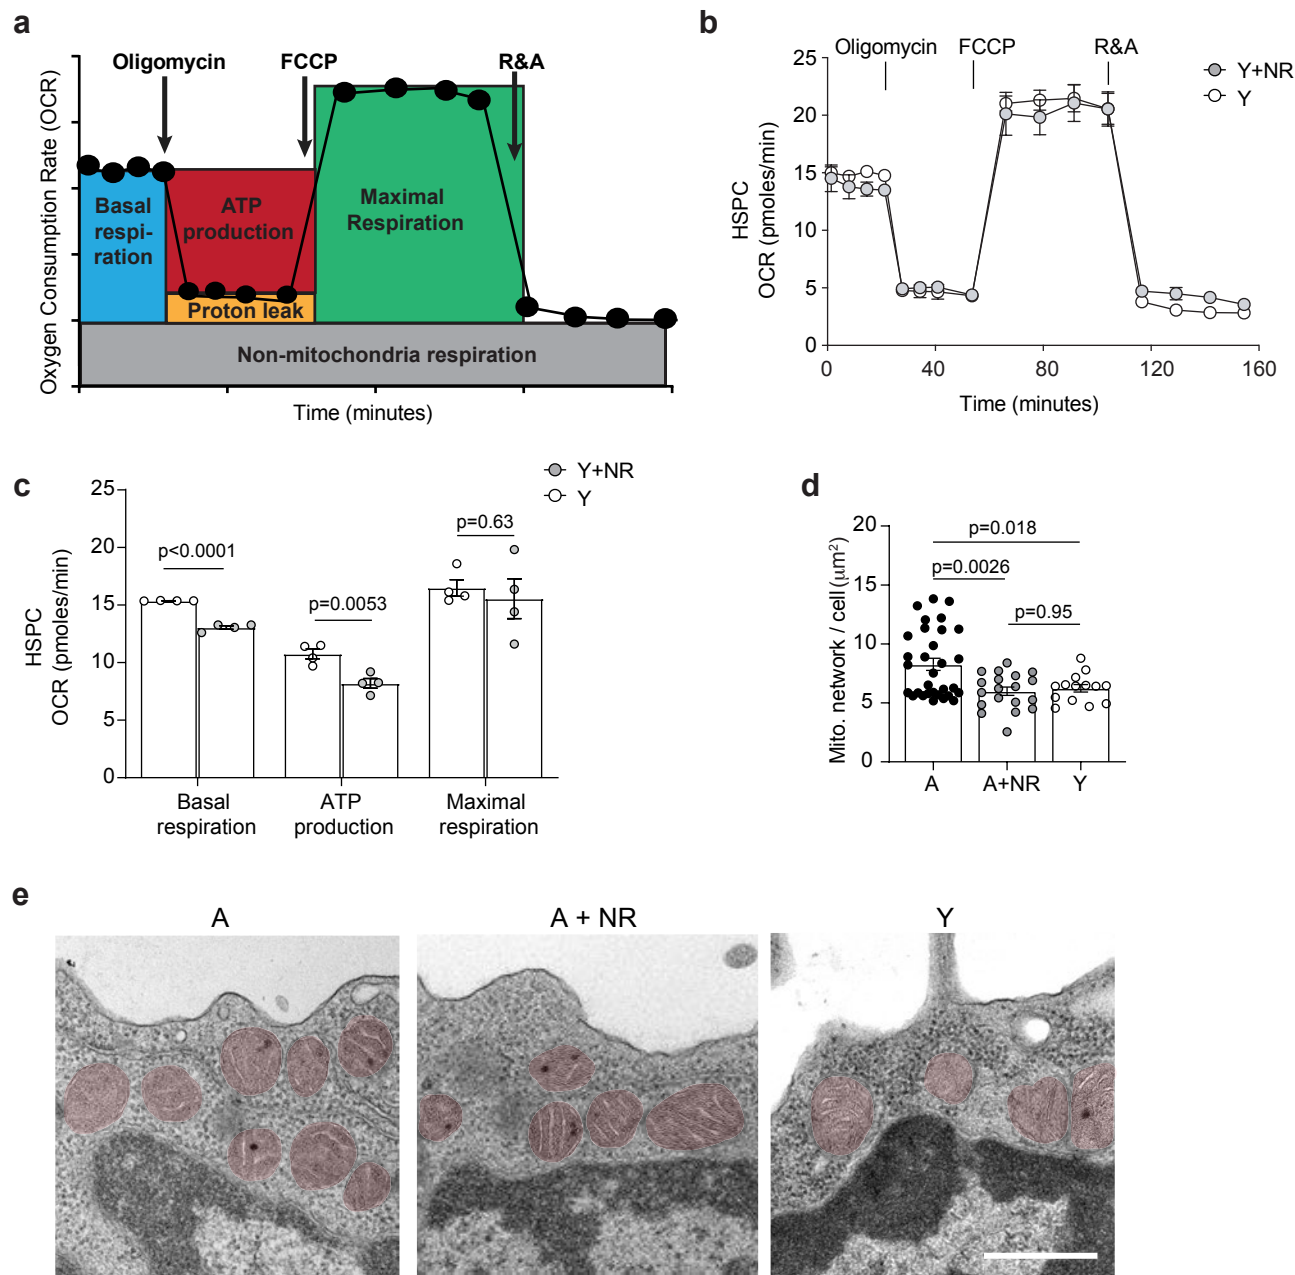

**Supplementary Fig. 5: NR administration influences mitochondrial metabolism in**

**young HSPC. (a)** Schematic representation of the seahorse metabolic flux assay in live cells.

At specific time points the ATPase inhibitor oligomycin, the uncoupling reagent FCCP and the inhibitors of the electron transport chain R&A are added, as indicated by arrows, to determine effects on oxygen consumption rate (OCR). Basal respiration is determined as average OCR before addition of oligomycin; ATP-linked respiration is calculated as the average difference in OCR before and after the addition of oligomycin relative to basal respiration; maximal respiratory rate is determined by subtracting the average OCR after addition of R&A from the average OCR after the addition of FCCP/before the addition of R&A. **(b)** Quantification of OCR in freshly isolated HSPC from young (n=4, biological replicates) and NR treated young (n=4, biological replicates) mice. **(c)** Basal respiration, ATP production and maximal respiration levels in young (n=4, biological replicates) and NR treated young (n=4, biological replicates) HSPC. Data are mean  $\pm$  s.e.m and statistical analyses were performed using two-sided Student's t-test, p-values indicated for **(c)**. **(d)** 2D quantification of total cell mitochondrial network size ( $\mu\text{m}^2$ ) / HSC isolated from aged (n=7, biological replicates), NR treated aged (n=5, biological replicates) and young (n=4, biological replicates) mice, two experiments with ~15–20 HSC quantified from each biological sample in each experimental repetition. Data is mean  $\pm$  s.e.m. and is a pool across 2 collection days. Statistical analysis was performed using Ordinary One-way ANOVA, p=0.0012 (overall) with individual groups compared using Tukey's multiple comparisons test, p-values indicated for **(d)**. **(e)** Representative electron microscopy images of HSC isolated from aged (n=3, biological replicates), NR treated aged (n=3, biological replicates) and young (n=3, biological replicates) mice. Data was obtained from samples isolated across 3 collection days. The micrograph is representative of 10 images/cell per biological replicate for each experiment group; mitochondria are highlighted in red. Scale bar represents 500 nm

Abbreviations: NR=nicotinamide riboside, HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, Y=young, A=aged, Y+NR= NR treated young animal, A+NR=NR treated aged animal. Source data are provided as a Source Data File.

**Supplementary Fig. 6: NR administration does not impact metabolism of committed cells.**

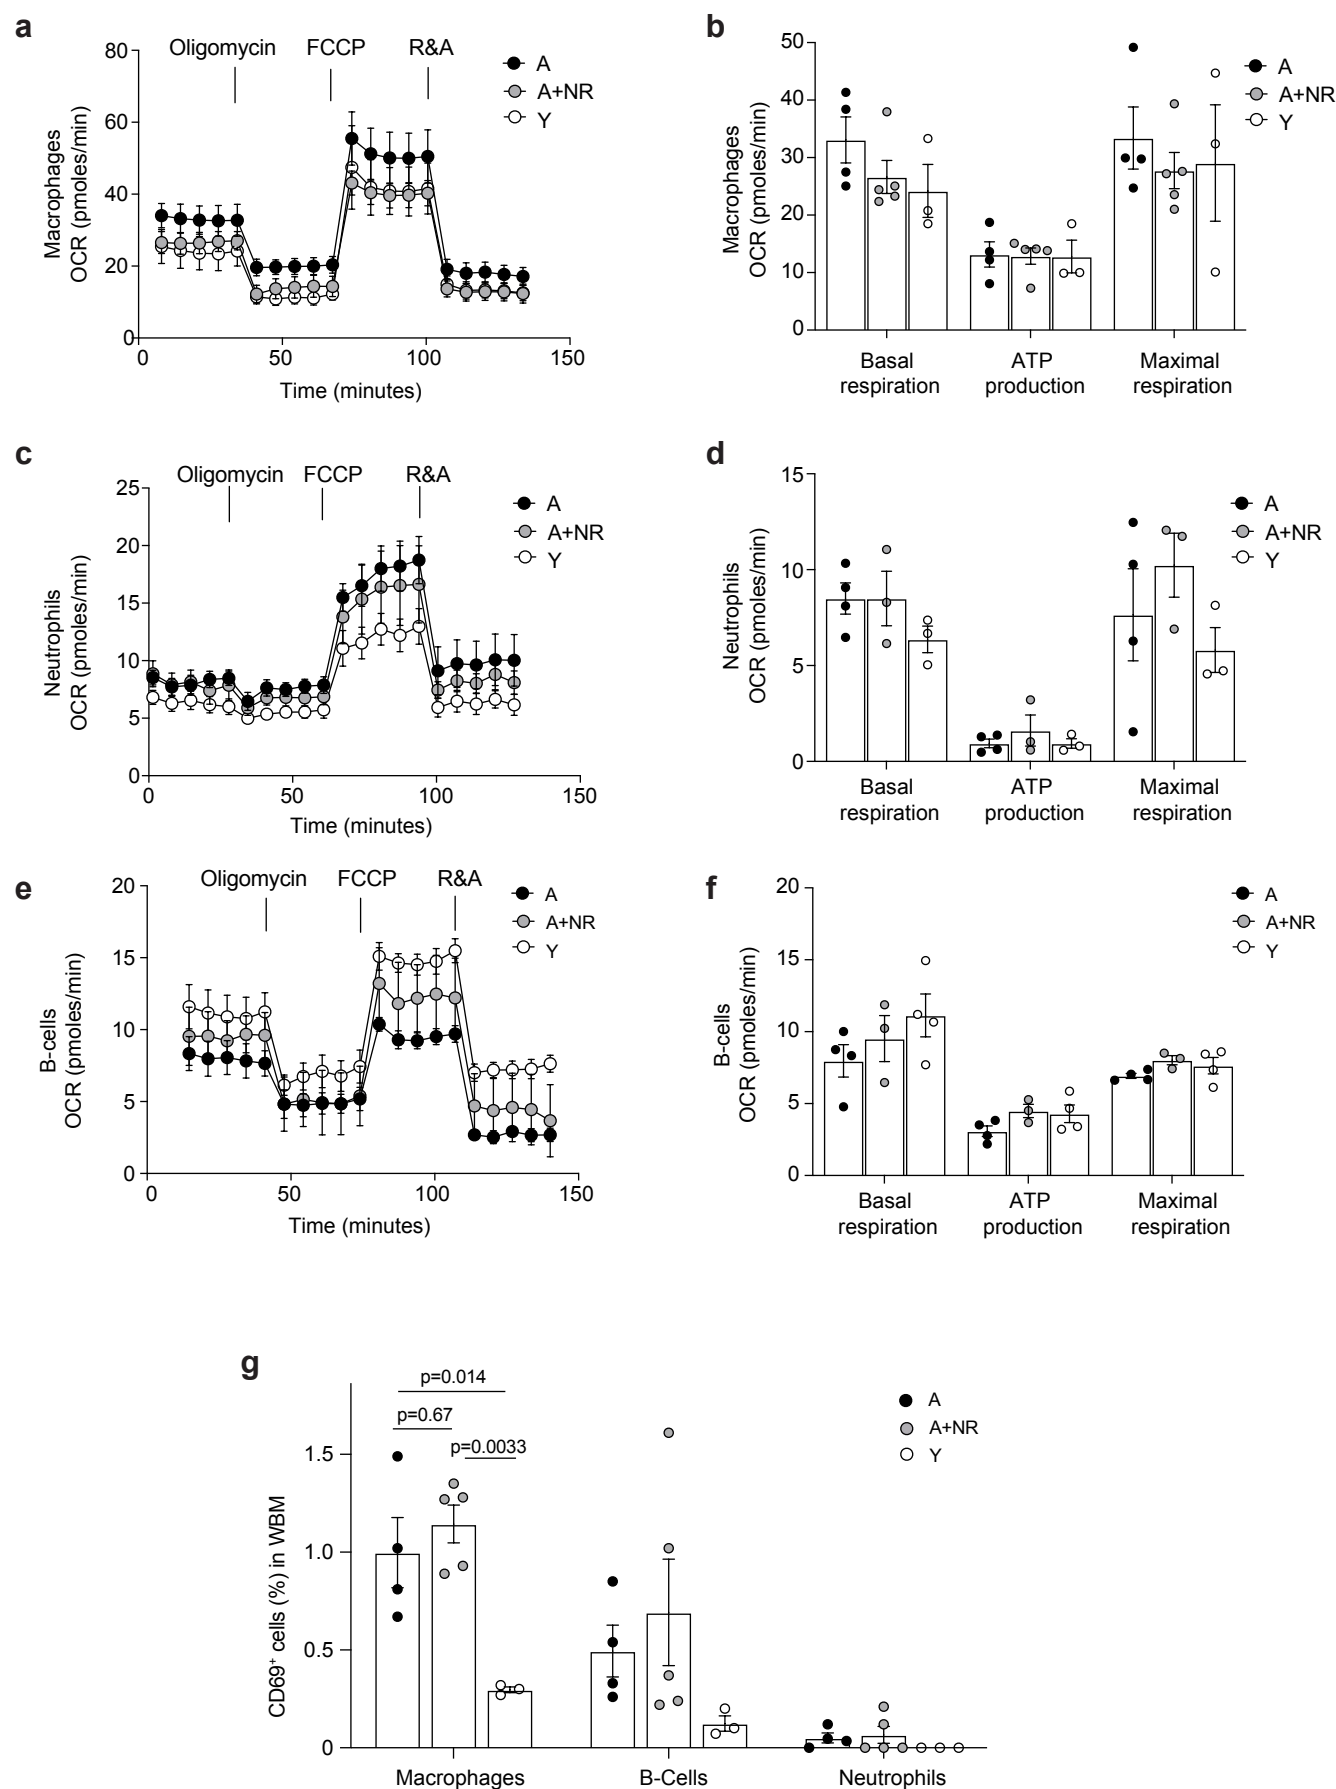

**Supplementary Fig. 6: NR administration does not impact metabolism of committed**

**cells. (a)** Quantification of OCR in freshly isolated macrophages from aged (n=4, biological replicates), NR treated aged (n=5, biological replicates) and young (n=3, biological replicates) mice. **(b)** Basal respiration, ATP production and maximal respiration levels in aged, NR treated aged and young macrophages. Data is mean  $\pm$  s.e.m and statistical analyses was performed using Kruskal-Wallis, p=0.14 (overall for basal respiration), p=0.93 (overall for ATP production), p=0.58 (overall for maximal respiration) **(c)** Quantification of OCR in freshly isolated neutrophils from aged (n=4, biological replicates), NR treated aged (n=4, biological replicates) and young (n=3, biological replicates) mice. **(d)** Basal respiration, ATP production and maximal respiration levels in aged, NR treated aged and young neutrophils. Data is mean  $\pm$  s.e.m and statistical analyses was performed using Ordinary One-Way ANOVA, p=0.29 (overall for basal respiration), p=0.67 (overall for ATP production), p=0.38 (overall for maximal respiration). **(e)** Quantification of OCR in freshly isolated B-cells from aged (n=4, biological replicates), NR treated aged (n=3, biological replicates) and young (n=4, biological replicates) mice. **(f)** Basal respiration, ATP production and maximal respiration levels in aged, NR treated aged and young B-cells. Data is mean  $\pm$  s.e.m and statistical analyses were performed using Ordinary One-Way ANOVA, p=0.30 (overall for basal respiration), p=0.16 (overall for ATP production), p=0.23 (overall for maximal respiration) **(g)** Quantification of percentages of CD69 positive macrophages, neutrophils and B-cells. Data is mean  $\pm$  s.e.m and statistical analyses were performed using Ordinary One-way ANOVA, p=0.0036 (overall for macrophages), p=0.25 (overall for B-cells) or Kruskal-Wallis, p=0.28 (overall for neutrophils) with individual groups compared using the Tukey's multiple comparisons test for macrophages only. Abbreviations: NR=nicotinamide riboside, Y=young, Y+NR= NR treated young animal, A=aged, A+NR=NR treated aged animal, WBM=total bone marrow. Source data are provided as a Source Data File.

Supplementary Fig. 7: NR administration does not significantly impact homing ability of aged HSC.

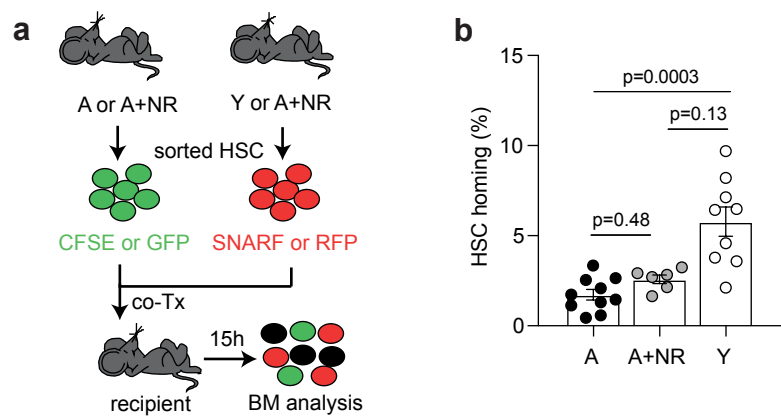

**Supplementary Fig. 7: NR administration does not significantly impact homing ability**

**of aged HSC. (a)** Schematic representation of experimental set up for the analysis of HSC

homing post-transplant. **(b)** Quantification of the frequency of aged or NR treated aged

CFSE<sup>+</sup>/GFP<sup>+</sup> (green) donor HSC (n=10, biological replicates), young SNARF<sup>+</sup>/RFP<sup>+</sup> (red)

donor HSC (n=9, biological replicates) or aged SNARF<sup>+</sup>/RFP<sup>+</sup> (red) donor HSC from NR

treated mice (n=6, biological replicates) homed to recipient BM 15 hours post-transplant.

Data is mean  $\pm$  s.e.m and is a pool from 3 separate experiments. Statistical analyses were

performed using Kruskal-Wallis, p=0.0005 (overall) with individual groups compared using

Dunn's multiple comparisons test, p-values indicated. Abbreviations: NR=nicotinamide

riboside, A=aged, A+NR=NR treated aged animal, Y=Young, HSC=hematopoietic stem

cells. Source data are provided as a Source Data File.

Supplementary Fig. 8: Treatment of recipients with NR following the transplant of HSC from aged donors treated with NR does not significantly alter the size of the donor stem and progenitor pools.

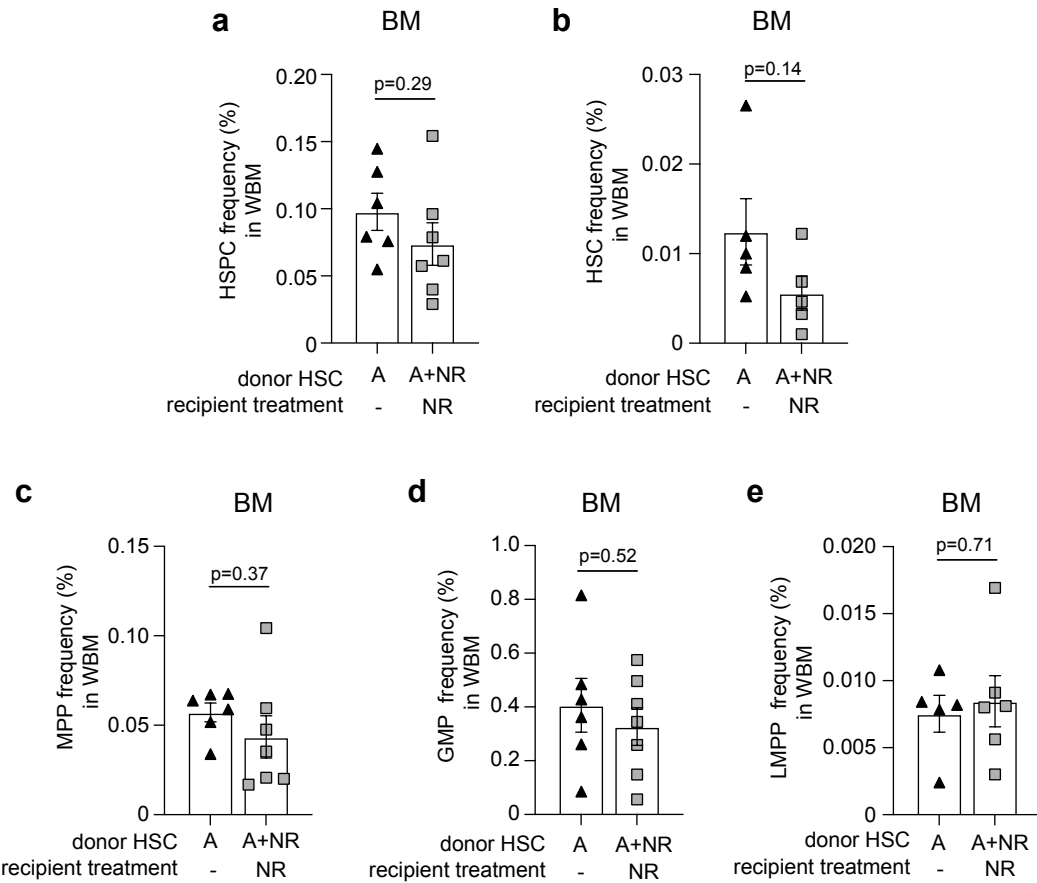

**Supplementary Fig. 8: Treatment of recipients with NR following the transplant of HSC from aged donors treated with NR does not significantly alter the size of the donor stem and progenitor pools.** Quantification of the frequency of donor-derived (a) HSPC (b) HSC (c) MPP (d) GMP and (e) LMPP cells in the BM of recipients 20 weeks following transplant of HSC from untreated or NR treated aged mice as described in Figure 6a. The frequency of each population is calculated as a proportion of CD45<sup>+</sup> cells derived from either untreated (n=6, biological replicates) or NR treated aged (n=7, biological replicates) HSC donors within each recipient. For recipients where <0.01% engraftment of the relevant cell population was observed, no lineage analysis was performed. Data is mean  $\pm$  s.e.m and statistical analyses were performed using an unpaired two-sided Student's t-test, p-values indicated. Triangle symbols refer to untreated recipients and square symbols refer to NR treated recipients. Abbreviations: NR=nicotinamide riboside, A=aged, A+NR=NR treated aged animal, HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, MMP=multipotent progenitors, GMP=granulocyte–macrophage progenitors, LMPP=Lymphoid-primed, MPP=Multi-potent progenitors, BM=Bone marrow, WBM=total bone marrow. Source data are provided as a Source Data File.

Supplementary Fig. 9: NR treatment of recipients alone is insufficient for improved engraftment outcomes nor is *in vitro* pre-treatment of aged HSC.

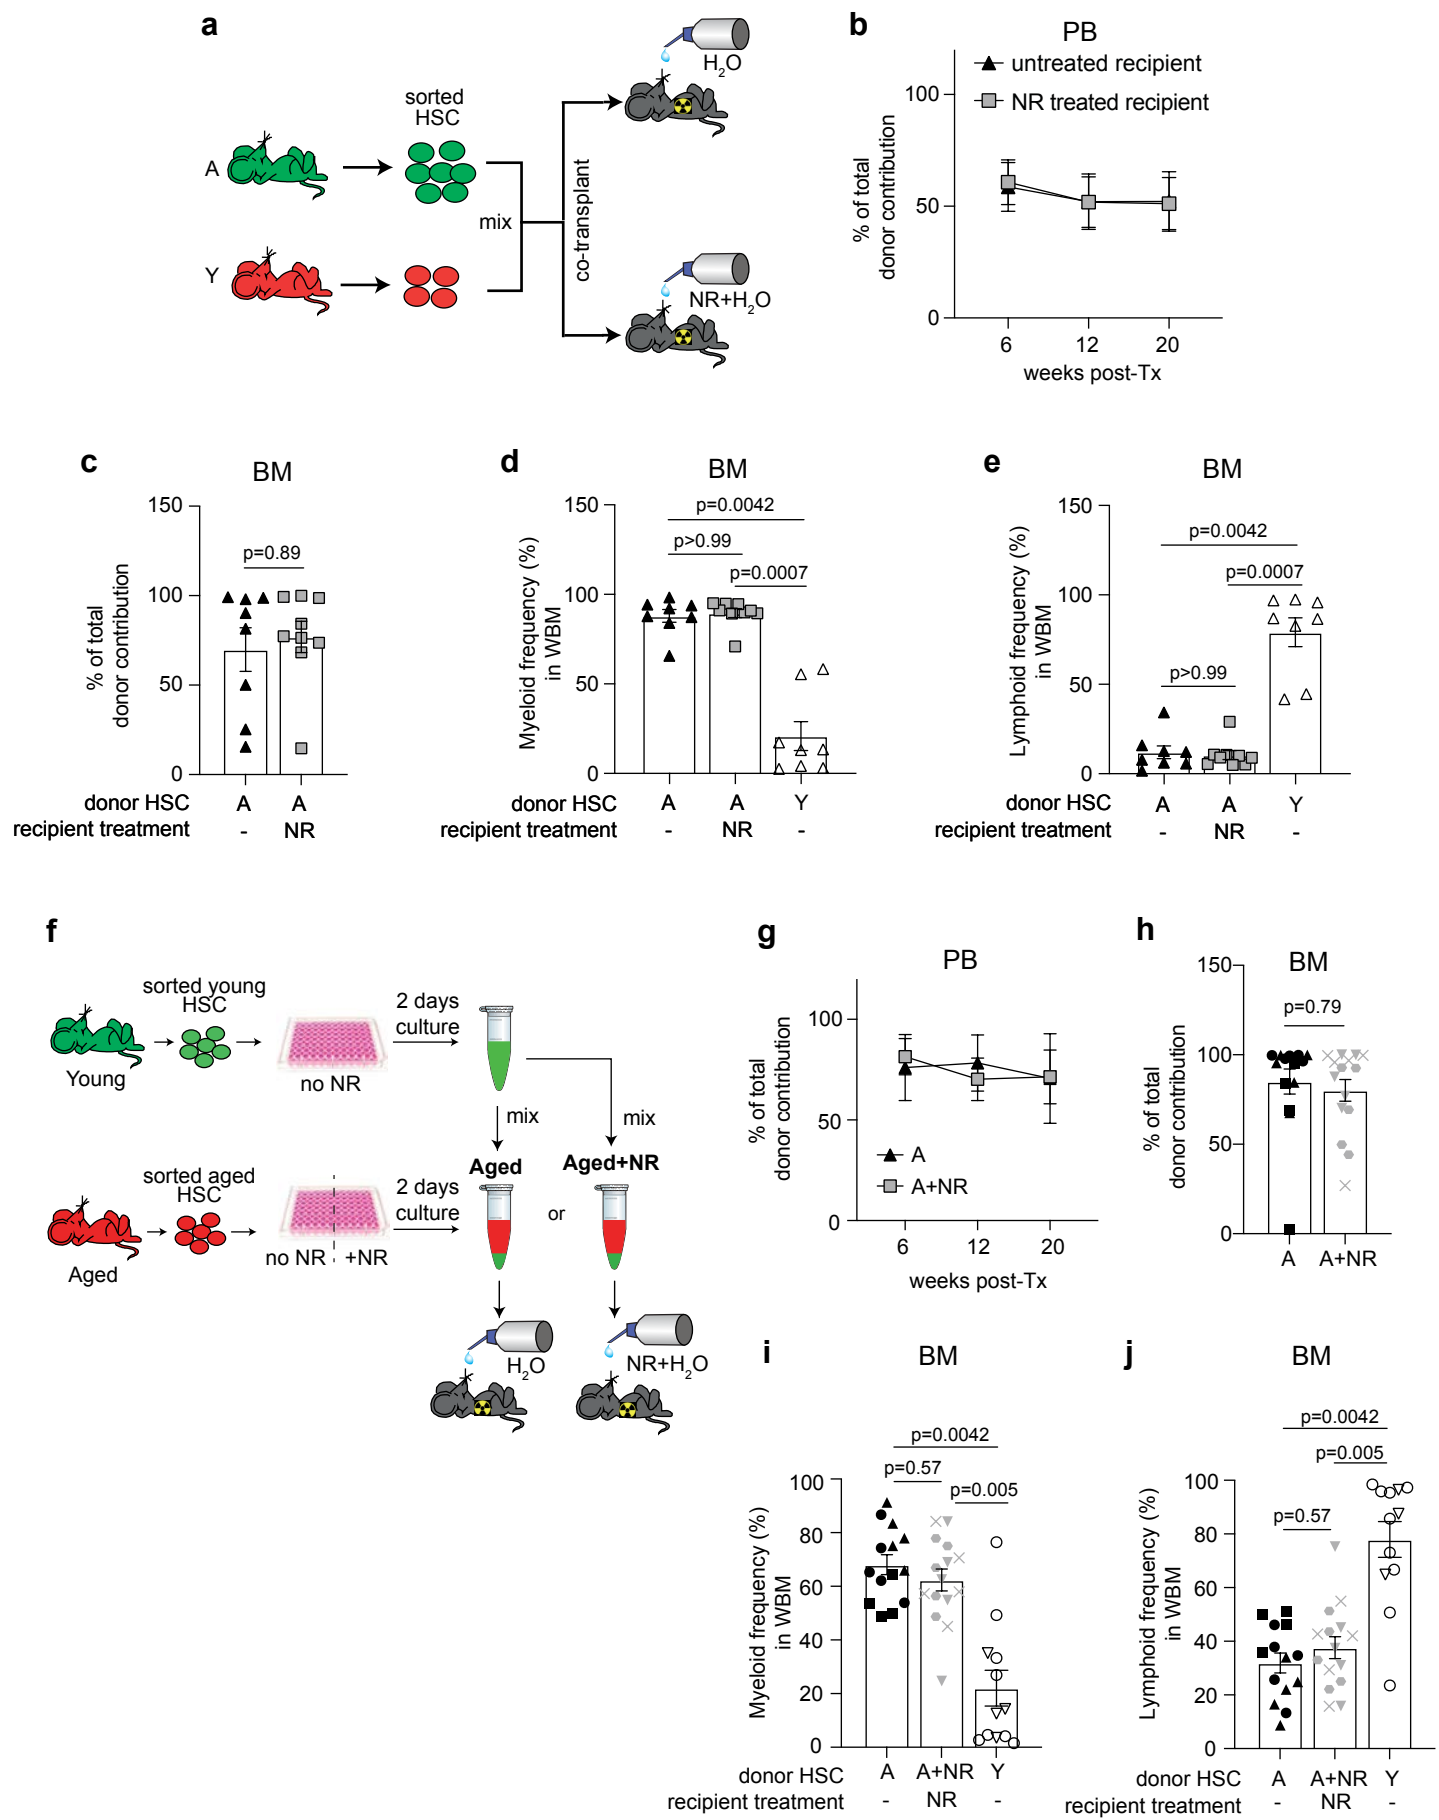

**Supplementary Fig. 9: NR treatment of recipients alone is insufficient for improved engraftment outcomes nor is *in vitro* pre-treatment of aged HSC. (a)** Schematic

representation of the experimental set up for the competitive transplant experiment where aged GFP<sup>+</sup> HSC (n = 2 pooled) were co-transplanted with young RFP<sup>+</sup> HSC (n = 8 pooled) into untreated or NR treated recipient mice. **(b)** Quantification of the percentage of aged donor engraftment in untreated (n=8, biological recipients) and NR treated young recipient mice (n=9, biological recipients) relative to total donor derived hematopoietic cells in PB at 6, 12 and 20 weeks and **(c)** BM at 20 weeks following transplantation. Data is mean  $\pm$  s.e.m and statistical analyses were performed using Two-Way ANOVA with Geisser-Greenhouse correction, p=0.98 (overall for treatment group) for **(b)** and two-sided Mann-Whitney U-test, p-value indicated for **(c)**. **(d, e)** Quantification of the frequency of aged HSC and young HSC (n=8; untreated recipients only) donor-derived **(d)** myeloid cells (Gr1/Mac-1<sup>+</sup>) and **(e)** lymphoid cells (B220<sup>+</sup>, CD3<sup>+</sup>) in BM of recipient mice that were untreated (n=8, biological recipients) or treated with NR (n=9, biological recipients) 20 weeks after transplantation. Data is mean  $\pm$  s.e.m and statistical analysis was performed using Kruskal-Wallis, p=0.0004 (overall for **d, e**) with individual groups compared using Dunn's multiple comparisons test, p-value indicated for **(d, e)**. **(f)** Schematic representation of the experimental set up for the competitive transplant experiment where aged tomato<sup>+</sup> donor cells were pre-treated with or without 1 mM NR *in vitro* followed by co-transplantation with young cultured GFP<sup>+</sup> HSC into untreated or NR treated mice, respectively. **(g)** Quantification of the percentage of aged (n=3, biological replicates averaged from 4 individual recipients) and NR treated aged (n=3, biological replicates averaged from 5 individual recipients) donor cells relative to total donor derived hematopoietic cells in PB of young recipient mice at 6, 12 and 20 weeks and **(h)** BM at 20 weeks following transplantation. For recipients where <0.01% engraftment of the relevant cell population was observed, no lineage analysis was performed. For **(g)**, data is

mean  $\pm$  s.e.m. and each data point represents the average of all individual recipients and statistical analysis was performed on the biological replicates (n=3 for each of aged, NR treated aged and young) averaged from 4-5 individual biological recipients) using Two-Way ANOVA with Geisser-Greenhouse correction,  $p=0.95$  (overall for treatment group). For **(h)**, data is mean  $\pm$  s.e.m. and statistical analyses was performed using an unpaired two-sided Student's t-test, p-value indicated. Quantification of the frequency of aged and NR treated aged and young HSC donor-derived **(i)** myeloid cells (Gr1/Mac-1<sup>+</sup>) and **(j)** lymphoid cells (B220<sup>+</sup>, CD3<sup>+</sup>) in BM of recipient mice 20 weeks after transplantation. Data is mean  $\pm$  s.e.m and statistical analysis was performed using Ordinary One-Way ANOVA,  $p=0.0026$  (overall) for **(i, j)**. Triangle symbols refer to untreated recipients and square symbols refer to NR treated recipients **(b-e, g)**. Each data point represents an individual recipient and the symbol shape defines the biological replicate group (3-5 recipients per biological replicate) **(h-j)**. Abbreviations: NR=nicotinamide riboside, A=aged, Y=Young, HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, PB=peripheral blood, BM=bone marrow, WBM=total bone marrow. Source data are provided as a Source Data File.

**Supplementary Fig. 10: NR treatment of aged HSC donors alone is insufficient for improved engraftment outcomes.**

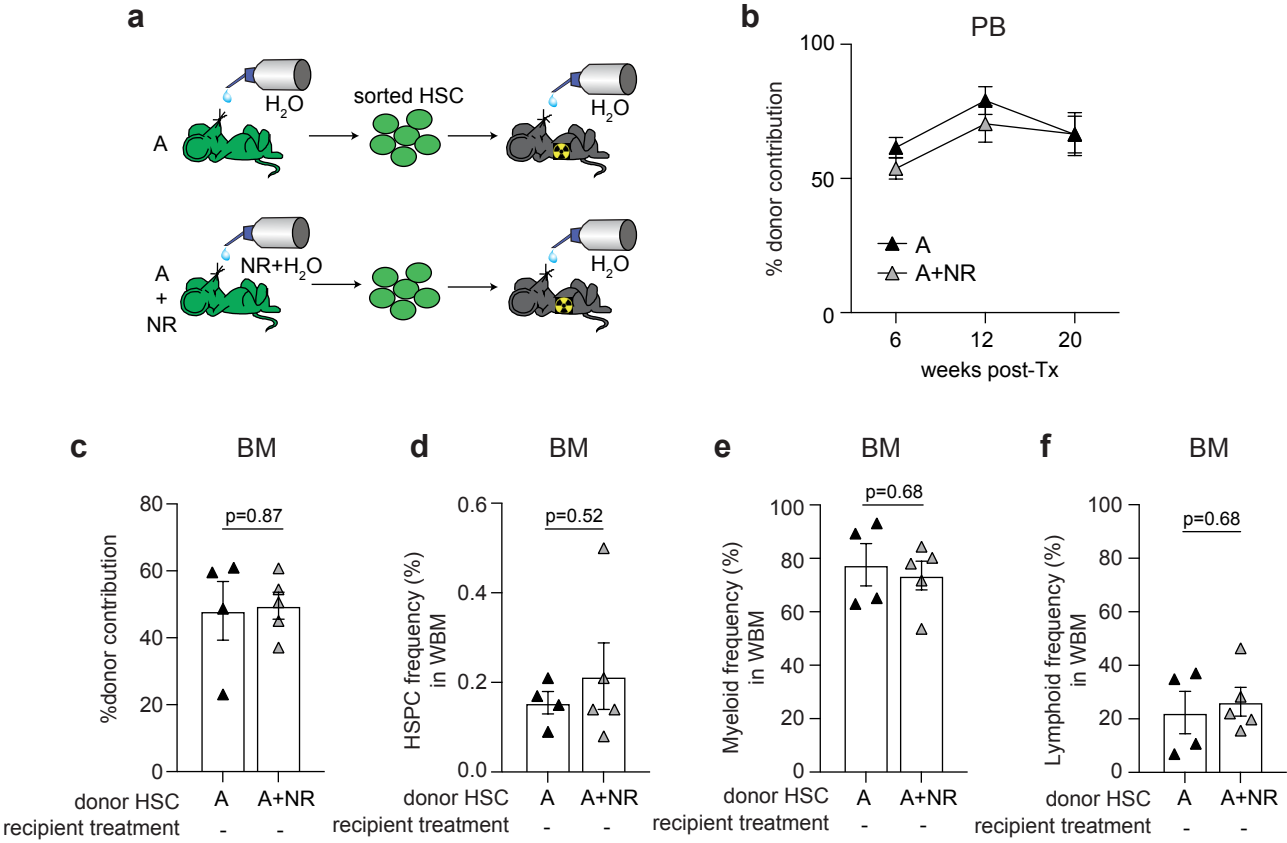

**Supplementary Fig. 10: NR treatment of aged HSC donors alone is insufficient for improved engraftment outcomes. (a)** Schematic representation of the experimental set up for the competitive transplant experiment where recipients were not treated with NR. **(b)** Quantification of the percentage of aged (n=4, biological replicates) and NR treated aged (n=5, biological replicates) GFP<sup>+</sup> donor cells relative to total donor derived hematopoietic cells in PB of young recipient mice at 6, 12 and 20 weeks and **(c)** BM at 20 weeks following transplantation. Quantification of the frequency of aged and NR treated aged HSC donor-derived **(d)** HSPC (Lin<sup>-</sup>Sca-1<sup>+</sup>cKit<sup>+</sup>) **(e)** myeloid cells (Gr1/Mac-1<sup>+</sup>) and **(f)** lymphoid cells (B220<sup>+</sup>, CD3<sup>+</sup>) in BM of recipient mice 20 weeks after transplantation. Data is mean ± s.e.m and statistical analyses were performed using Two-way ANOVA, p=0.52 (overall) for **(b)**, an unpaired two-sided Student's t-test, p-values indicated for **(c-f)**. Abbreviations: NR=nicotinamide riboside, A=aged, A+NR=NR treated aged animal, Y=Young, HSPC=hematopoietic stem and progenitor cells, HSC=hematopoietic stem cells, PB=peripheral blood, BM=bone marrow, WBM=total bone marrow. Source data are provided as a Source Data File.

**Supplementary Table 1: Anti-mouse antibodies used for flow cytometry**

| Target Protein        | Fluorophore | Clone        | Isotype         | Supplier  | Cat #     | Concentration |
|-----------------------|-------------|--------------|-----------------|-----------|-----------|---------------|
| CD3e                  | BV510       | 17A2         | rat IgG2b       | Biolegend | 100234    | 2 µg/ml       |
|                       | BV785       | 17A2         | rat IgG2b       | Biolegend | 100231    | 0.5 µg/ml     |
|                       | APCCy7      | 17A2         | rat IgG2b       | Biolegend | 100222    | 0.5 µg/ml     |
| CD45R, B220           | APCCy7      | RA3_6B2      | rat IgG2a       | BD        | 552094    | 0.5 µg/ml     |
|                       | BV510       | RA3_6B2      | rat IgG2a       | BD        | 563103    | 2 µg/ml       |
|                       | BV785       | RA3_6B2      | rat IgG2a       | Biolegend | 103246    | 1 µg/ml       |
|                       | AF647       | RA3_6B2      | rat IgG2a       | Biolegend | 103226    | 1 µg/ml       |
|                       | purified    | RA3_6B2      | rat IgG2a       | BD        | 557390    | 1 µg/ml       |
| Gr1-, Ly6G            | APCCy7      | RB6-8C5      | rat IgG2b       | BD        | 557661    | 0.2 µg/ml     |
|                       | AF647       | RB6-8C5      | rat IgG2b       | Biolegend | 108418    | 0.2 µg/ml     |
|                       | purified    | RB6-8C5      | rat IgG2b       | BD        | 553123    | 1 µg/ml       |
| Mac-1, CD11b          | APCCy7      | M1/70        | rat IgG2b       | BD        | 557657    | 0.5 µg/ml     |
|                       | AF647       | M1/70        | rat IgG2b       | Biolegend | 101218    | 0.2 µg/ml     |
|                       | FITC        | M1/70        | rat IgG2b       | BD        | 553310    | 1 µg/ml       |
|                       | purified    | M1/70        | rat IgG2b       | BD        | 553308    | 1 µg/ml       |
| CD117, c-Kit          | BUV395      | 2B8          | rat IgG2b       | BD        | 564011    | 1 µg/ml       |
|                       | AF647       |              |                 | Biolegend | 105818    | 1 µg/ml       |
| Sca-1, Ly-6A/E        | PECy7       | E13-161.7    | rat IgG2a       | Biolegend | 122514    | 0.4 µg/ml     |
| TER119                | APCCy7      | TER119       | rat IgG2b       | BD        | 560509    | 5 µg/ml       |
|                       | BV510       | TER119       | rat IgG2b       | BD        | 563995    | 5 µg/ml       |
|                       | purified    | TER119       | rat IgG2b       | BD        | 550565    | 0.06 µg/ml    |
|                       | PE          | TER119       | rat IgG2b       | BD        | 553673    | 1 µg/ml       |
| CD16/32               | BV711       | 2.4G2        | rat IgG2b       | BD        | 740659    | 2 µg/ml       |
| CD34                  | AF700       | RAM34        | rat IgG2a       | BD        | 560518    | 5 µg/ml       |
| CD48                  | APC         | HM48-1       | A. Hamster IgG1 | BD        | 562746    | 0.5 µg/ml     |
|                       | FITC        | HM48-1       |                 | BD        | 557484    | 1 µg/ml       |
|                       | BV421       | HM48-1       |                 | BD        | 562745    | 1 µg/ml       |
|                       | BV510       | HM48-1       |                 | BD        | 563536    | 2 µg/ml       |
|                       | biotin      | HM48-1       |                 | Biolegend | 103410    | 1 µg/ml       |
| CD127, IL17R $\alpha$ | BV605       | A7R34        | rat IgG2a       | Biolegend | 135041    | 5 µg/ml       |
| CD135, Flt3           | Biotin      | A2F10        | rat IgG2a       | Biolegend | 135308    | 25 µg/ml      |
| CD150 (SLAMF1)        | BV650       | TC15-12F12.2 | rat IgG2a       | Biolegend | 115931    | 0.25 µg/ml    |
|                       | PE          | TC15-12F12.2 | rat IgG2a       | Biolegend | 115904    | 0.1 µg/ml     |
| Ly6C                  | BV711       | HK1.4        | rat IgG2c       | Biolegend | 128037    | 0.1 µg/ml     |
| Ly6G                  | APCCy7      | 1A8          | rat IgG2a       | BD        | 560600    | 0.4 µg/ml     |
|                       | AF700       | 1A8          | rat IgG2a       | Biolegend | 127621    | 1 µg/ml       |
| F4/80                 | AF647       | CI-A3-1      | Rat IgG2b       | BD        | NB600-404 | 0.5 µg/ml     |
| Ki-67                 | BV786       | B56          | mouse IgG1      | BD        | 563756    | 5 µl/test     |
| CD69                  | BV650       | H1.2F3       | A. Hamster IgG  | Biolegend | 104541    | 2.5 µg/ml     |
| CD11c                 | PE          | N418         | A. Hamster IgG  | Biolegend | 117308    | 0.25 µg/ml    |
| Streptavidin          | BUV805      |              |                 | BD        | 564923    | 1 µg/ml       |

# Supplementary material for: Nicotinamide riboside attenuates age-associated metabolic and functional changes in hematopoietic stem cells
**Source:** Nat Commun. 2021 May 11;12:2665. doi: 10.1038/s41467-021-22863-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Differentially expressed genes between young HSC compared to aged HSC.

File name: Supplementary Data 2

Description: Differentially expressed genes between young HSC compared to NR treated aged HSC.

File name: Supplementary Data 3

Description: Differentially expressed genes between aged HSC compared to NR treated aged HSC.

# Supplementary material for: Nicotinamide riboside attenuates age-associated metabolic and functional changes in hematopoietic stem cells
**Source:** Nat Commun. 2021 May 11;12:2665. doi: 10.1038/s41467-021-22863-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

BD FACS Software 1.2.0.142 was used for Flow Cytometric Cell Sorting  
BD FACSDIVA Software 8.01 was used for Flow Cytometric Analysis  
EnSpire Manager 4.13.3005.1482 (PerkinElmer) was used for colourmetric assays  
Agilent Seahorse Wave Desktop Version 2.2.1.5 was used for the seahorse assays  
Jess Simple Western™ platform was used for automated western blotting

#### Data analysis

GraphPad Prism 8 (GraphPad software Inc, San Diego, USA) was used for statistical analysis  
FlowJo v10 was used for Flow Cytometric analysis  
STAR, EdgeR, STRING-DB, DEGUST, DAVID, plotPCA, hclust, Multiple Experiment Viewer and CYTOSCAPE were used for RNAseq analysis  
Compass for Simple Western 5.0.1 was used for automated western blot analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data for the RNA sequencing experiment will be made available in a public repository and accession numbers provided in the manuscript. Further data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen to provide sufficient statistical power to detect differences.                                         |
| Data exclusions | No data was excluded                                                                                                            |
| Replication     | Data was replicated using multiple n, as well as biological repeats. There were no situations of unreproducibility              |
| Randomization   | Mice were always randomized into treatment groups                                                                               |
| Blinding        | Investigators performing the initial analysis and data collection were blinded as to which treatment group a sample belonged to |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The Supplier, catalogue number, clone, fluorophore and concentration of all antibodies used in the study are described in Supplementary Table 1 |
| Validation      | All antibodies were validated before use and example profile images have been included throughout the manuscript                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The species, strain, sex and age of animals used are described in the methods section as well as in the results/figure legends where relevant |
| Wild animals            | This study did not involve wild animals                                                                                                       |
| Field-collected samples | This study did not involve samples collected from the field                                                                                   |
| Ethics oversight        | Ethics oversight was done by the Monash Animal Ethics Committee (MARF) 3 & the University of Queensland Animal Ethics committee               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

|                           |                                                                                                                                                                                             |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sample preparation is clearly described in the methods section                                                                                                                              |
| Instrument                | The instruments used are clearly described in the methods section                                                                                                                           |
| Software                  | BD FACS Software 1.2.0.142 was used for Flow Cytometric Cell Sorting<br>BD FACSDIVA Software 8.01 was used for Flow Cytometric Analysis<br>FlowJo v10 was used for Flow Cytometric analysis |
| Cell population abundance | The abundance of populations and purities are described throughout the text                                                                                                                 |
| Gating strategy           | Gating strategies are included in Supplemental Data                                                                                                                                         |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

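Gene expression was measured in HSC of 15 female mice by the labels, with 5 young, 5 aged and 5 NR-treated aged mice and 1 library per mouse. NR was given at 3 mg/ml in drinking water by the paper's methods, stated in its results as 400 mg per kg per day for 8 weeks, and for 2 months by the labels. Libraries were 3′ biased, made from 20000 to 25000 cells and carried a 10 bp UMI. The authors aligned the reads to GRCm38 with STAR, removed reads with duplicated UMIs, counted the rest on GENCODE exons and deposited the read counts per gene without normalisation. They kept genes with more than 5 reads and more than 2 CPM in at least 2 samples. In the deposited counts all 16154 genes had more than 2 CPM in at least 2 libraries and 16122 had more than 5 reads in at least 2, while 2469 had 0 counts in at least 1 library. The values are whole numbers, no column was left out, and no libraries of a group were copies of each other (chi-square per degree of freedom between 3.00 and 16.7). Replicate numbers were not treated as pairs, since deviations from the group means correlated by 0.00666 on average between libraries of the same number.

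The total counts ranged from 764119 to 13318989, with group medians of 2685764 for young, 6007460 for aged and 3162434 for NR-treated HSC. A value of 3 counts or fewer was taken as not told from absence, and this limit covers counting error only. Gene names were matched by name to GENCODE M21 for positions, lengths and GC content, and 15580 of the 16154 genes (96.4%) had a single match. The authors counted on an earlier GENCODE release.

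Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM effective library sizes, 1 fit of all 15 libraries with the group as the only factor, the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes, at an adjusted p under 0.05. CPM values of single genes use the TMM sizes. CPM values of sex-linked genes and shares of counts use the library totals. PCA used the 500 most variable genes of log2 CPM with a prior count of 10, and clustering used Euclidean distances over all genes with Ward's method. The axis from young to aged HSC is the difference of the 2 group means over the genes called between them, scaled to 0 and 100. Scores are means of log2 CPM over gene lists fixed beforehand. The mitophagy score is the area under the recovery curve of 13 genes in the top 15% of each library's ranking. Group differences of single values were tested by exact permutation over 252 arrangements, two-sided, where the smallest possible p is 0.00794. The 24 score comparisons were adjusted together. Overlaps were tested with a one-sided hypergeometric test over all genes. Correlations across libraries used deviations from the group means, with 100000 permutations. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

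The tests were checked on simulated data with 16154 genes, of which 200 were changed 2-fold. The quasi-likelihood test recovered 156 of the 200 genes (78%) with 6.02% false calls, and the likelihood ratio test recovered 83.5% with 13.9% false calls. limma 3.58.1 (voom) recovered 76% and DESeq2 1.42.0 recovered 83%.

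The genes named are every gene the paper names for the RNA-seq, at most 3 genes of each list, and for each comparison the 3 with the largest change in each direction among genes that passed the threshold, had a mean of at least 5 CPM, showed complete separation of the libraries and were not predicted genes, clones or pseudogenes. Some genes that meet this rule are not given in the text and were left out of the comparison with the paper's values and of the search for libraries far from their group. Hspa1b was added after its values were seen, as the paralog of Hspa1a.

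The groups, the tests, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from those stated here. The alternatives were the likelihood ratio test, DESeq2, limma-voom, fits of only the 2 groups compared, library totals or DESeq2's size factors in place of TMM, genes with at least 10 counts in every library (8444), no predicted genes, clones or pseudogenes (12219), counts thinned at random to the smallest total, the replicate number as a block, stricter thresholds, separate aged mice for each comparison, a prior count of 2, DESeq2's variance stabilising transformation, other gene selections, linkages, distances and top shares, the median in place of the mean, and each library left out in turn. Fits with the mature blood cell score or the Y-linked score as a covariate were added after the data were seen. The numeric limits for reading the tests of the Y-linked transcripts, and the reading of the tests of Hspa1a against a stress response and of predicted genes against depth, were also set after their values were seen. The last 2 were set toward the more cautious reading.

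Gene ontology enrichment, the interaction network and the overlap with an earlier published gene list were not computed, since they need resources that were not used here. Protein, imaging and functional data were not analysed here.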

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

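The tests of a mixed sample by scores, of the source of Y-linked transcripts, and of Hspa1a against a stress response and against Hspa1b were chosen only after the result was seen. In 102 groups of 5 libraries, 11 held a library far from the others (gap to the nearest library over 0.71 of the group's range). Chance gives 5.1 for normally distributed values. CPM values of single genes were tested without log transformation and need not be normal, so chance may give another number for them. The groups share libraries and genes, so the 11 are not independent of each other.

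Several of these libraries stand out by transcripts of mature blood cells. Young replicate 3 had 330.5 CPM of Igkc (others 16.1 to 78.6) and 1762 CPM of S100a8 (others 7.23 to 195.5). The same library had 85.3 CPM of Idh1 (others 33.7 to 43.4) and a proliferation score of 6.41 (others 5.91 to 6.04). NR-treated replicate 5 had an erythroid score of 3.47 (others 2.43 to 2.65), a monocyte, eosinophil and basophil score of 3.20 (others 1.71 to 2.11), 288 CPM of Hbb-bs (others 21.2 to 50.1) and 1.63 CPM of Igha (others 0.282 to 0.596). A candidate explanation is that mature blood cells or their RNA were present among the sorted cells in amounts that differ between libraries. The erythroid and neutrophil scores, of unrelated lineages, rose and fell together across the 15 libraries after removal of the group means (Pearson r = 0.813, permutation p = 0.00198, Benjamini-Hochberg 0.00396 over 2 relations). Spearman rho was 0.761 (permutation p = 0.0111), and r was 0.640 without young replicates 2 and 3, the farthest on the first score. The aged libraries did not follow this throughout. Aged replicate 5 had the lowest erythroid score of the group (4.64) with a neutrophil score of 5.69. Aged replicate 4 had an erythroid score of 5.41 with the lowest neutrophil score (5.35), while aged replicate 3 was highest in both (5.57 and 5.70).

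The same scores were lower in all 5 NR-treated than in all 5 aged libraries. Of the 92 other genes whose log2 fold change after NR was below -2, 80.4% rose with the mature cell score among the young libraries alone, against a mean of 45.1% and a highest value of 59.8% in 1000 draws of genes matched for expression, so carry-over of mature cells may account for part of the difference between aged and NR-treated HSC. Depth alone did not account for the lower scores. After thinning to the smallest total, the differences were -1.56 (erythroid), -1.19 (B and plasma cell), -1.83 (neutrophil) and -1.70 (monocyte, eosinophil and basophil). Before thinning they were -2.43, -2.08, -3.04 and -2.98. The same prior count weighs more at a smaller total and raises low values. With thinning, the NR-treated mean rose from 2.75 to 4.33 (erythroid) and from 2.52 to 4.26 (neutrophil). The aged mean rose less, from 5.17 to 5.89 and from 5.55 to 6.09. The smaller differences after thinning therefore do not show whether depth accounts for part of the size before thinning. A change in the HSC themselves or in the number of mature cells that pass the sort cannot be told apart here. With the mature cell score as a covariate, 2305 genes were called between young and aged, 460 between young and NR-treated and 11 between aged and NR-treated HSC. Over 20 shuffles, covariates with the same group means called a median of 1560.5 (1253 to 2766), 439.5 (356 to 900) and 8.5 genes (0 to 229). The numbers with the score lie within these ranges, so the drops are what a covariate so close to the groups gives by itself and do not separate the 2 readings. Genes were still called in the first 2 comparisons, so the score alone does not account for them, but how many of the genes it accounts for cannot be told.

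The other libraries far from their group were NR-treated replicate 1 for Rgs7bp (2.54 CPM, others 3.88 to 4.08), NR-treated replicate 3 for Atp8b5 (20.6 CPM, others 6.26 to 10.2) and young replicate 2 for Hspa1a (3.62 CPM, others 0.351 to 0.809). No technical or biological explanation was tested for the first 2. Hspa1a is induced by stress, and its deviations from the group means had a Pearson correlation of 0.583 with a score of immediate early genes (permutation p = 0.0565, Benjamini-Hochberg 0.0565 over 2 relations; Spearman rho = 0.536, permutation p = 0.0805; r = 0.312 without young replicate 2 and aged replicate 3). A stress response during cell isolation may contribute, and the lower Hspa1a after NR cannot be told apart from it. Reads shared with the paralog Hspa1b cannot be excluded either, since Hspa1b had a log2 fold change of -1.52 after NR without passing the threshold.

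The main text of the paper does not mention sex-linked transcripts. Young replicates 1 and 5 had 104 and 108 CPM of 4 Y-linked genes, against 0.757 to 3.16 in the other 13 libraries. Reads shared with X-linked copies do not account for this, since they would appear in all libraries and the highest of the others was 3.16 CPM. Cells of 1 male mouse alone do not account for it, since both libraries also had Xist, at 436 and 482 CPM. Within the young group these were the lowest values, with 554 to 919 CPM in the other young libraries. Aged libraries had 296 to 422 CPM of Xist and NR-treated libraries 520 to 882 CPM. A mixture of male and female cells in young replicates 1 and 5 is a candidate explanation that was not separately tested. With the Y-linked score as a covariate, 2136 genes were called between young and aged HSC, so that comparison does not rest on these libraries' sex-linked difference alone.

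The number of genes called was compared with other splits of the same libraries. Of the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many genes for young against aged, 1 of 16 for young against NR-treated and 1 of 16 for aged against NR-treated HSC, which is the smallest share these splits can give. Over 100 splits of the possible 126, which include these 16, the real one was again the only 1 as large, and the highest numbers in the others were 459, 105 and 361. For each overlap, 1 of 32 arrangements gave one as large, with the highest other at 17 and 264 genes over 200 arrangements. Of the 15 other splits that part all pairs, 13 called 0 genes between aged and NR-treated HSC and so had no overlap to give, which means that this comparison of overlaps adds little to that of the numbers called. The overlaps do not come only from the aged libraries shared by both comparisons, since with separate aged mice the Pearson correlation across genes closest to 0 was -0.234.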

How the results depend on the processing

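The fits with the mature cell score as a covariate are the only tests in this part chosen after the data were seen. Unless a value shows it, the cause was not tested. Numbers in the order young against aged, young against NR-treated, aged against NR-treated HSC are compared with 3120, 722 and 1303, and overlaps, in the order age-upregulated with NR-downregulated and age-downregulated with NR-upregulated, with 381 and 418.

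With the counts thinned to the smallest library total, 1560, 397 and 418 genes were called and the overlaps were 127 and 126, so depth limits how many genes are called. With an absolute log2 fold change of at least 1, 1184, 413 and 584 were called with overlaps of 71 and 205, and with an adjusted p under 0.01, 1317, 310 and 208 with overlaps of 74 and 57. With library totals only, the overlaps were 162 and 879. This scaling moves the median log2 fold change from -0.03 to -0.16 for young against aged HSC. For aged against NR-treated HSC the median moves from 0.02 to 0.16, so the up and down shares change with library totals. With DESeq2's size factors, 47.8% of the genes called between young and aged HSC were higher in aged HSC, against 50.1% with TMM. Between aged and NR-treated HSC, 50.8% were higher after NR, against 48.1% with TMM. With genes of at least 10 counts in every library, 783 genes were called between aged and NR-treated HSC and the first overlap was 225. With limma-voom, the first overlap was 604. With separate aged mice for each comparison, the median overlaps were 75 and 44. With the mature cell score as a covariate, 460 genes were called between young and NR-treated HSC, 11 between aged and NR-treated HSC, and the overlaps were 5 and 6.

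Thinning left 4 of the 9 figure genes called between aged and NR-treated HSC and 2 NAD-consuming factors between young and aged HSC. The latter was also 2 with only the 2 groups in the fit. With library totals only, 5 NAD-consuming factors were called between aged and NR-treated HSC. The sign of the small difference between young and NR-treated HSC reversed for Foxk1 with thinned counts (-0.016) and for Cox7a2l without predicted genes (0.00393).

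On the first principal component, NR-treated HSC moved to the aged side of young HSC with all genes (11.2), with genes of at least 10 counts (14.9) and without mature blood cell and sex-linked genes (12.6). The mitophagy difference between young and aged HSC did not pass 0.05 with the top 5% (0.00465) or top 25% (0.0246) of the ranking or without Huwe1 (0.0177). The small mitophagy difference between NR-treated and young HSC reversed with the top 10% (-0.00668), the mean log2 CPM (-0.028), without Sqstm1 (-0.00591) and without predicted genes (-0.00394). Leaving out any of the 8 genes that never reach the top 15% cannot test the score. The proliferation difference lost its p under 0.05 for young against NR-treated HSC with a prior count of 2 (-0.53) and with the median (-0.46), and for young against aged HSC with the median (-0.30). Between aged and NR-treated HSC it reversed with library totals (0.020). The B and plasma cell score difference between young and NR-treated HSC lost it with a prior count of 2 (-1.29) and with the median (-0.95).

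Over the 15 fits that each left out 1 library, the numbers called ranged from 1953 to 3533, 452 to 922 and 422 to 1535, and the overlaps from 135 to 503 and 121 to 590. The figure genes called ranged from 0 to 1 for young against NR-treated and 4 to 9 for aged against NR-treated HSC, and NAD-consuming factors from 2 to 6, 0 to 1 and 0 to 3. The first principal component ranged from 21.1 to 36.1 for aged against young and from -12.9 to 2.58 for NR-treated against young HSC, and the mitophagy difference between NR-treated and young HSC from -0.00440 to 0.00933. The proliferation differences ranged from -0.48 to -0.30, -0.58 to -0.32 and -0.19 to 0.073. The B and plasma cell differences ranged from 0.95 to 1.65 for young against aged and -1.05 to -0.45 for young against NR-treated HSC, and for young against aged HSC the neutrophil difference from 1.23 to 2.47 and the monocyte, eosinophil and basophil difference from 1.20 to 2.52. Signs changed for S100a8 between young and aged HSC (-0.11 to 2.92), and between young and NR-treated HSC for Foxk1 (-0.051 to 0.13), Cox7a2l (-0.10 to 0.030) and Hspa1a (-1.22 to 0.17).

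For the single genes tested, 511 of 538 values under the other settings had the same direction and side of the threshold, 14 were weaker, 11 stronger and 2 reversed. With 1 library left out, 799 of 840 did, 24 were weaker, 8 stronger and 9 reversed. The position on the axis kept its value within the spread between mice under the alternatives other than leaving out a library (38.9 to 53.3) and with 1 library left out (41.0 to 54.2). With the scale taken from held-out mice, the position depended on young replicate 3. It was -7.94 to 19.7 where that mouse was held out and 35.0 to 64.3 in the other combinations. The distance ratio also kept its value within its spread between mice (0.966 to 1.01, and 0.937 to 1.02 with 1 library left out). The number of NR-treated mice nearer to young HSC, however, went from 2 of 5 to 5 of 5 without young replicate 3. That number was 4 of 5 without aged replicate 1 and 1 of 5 with genes of at least 10 counts in every library.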

Differences from the paper's values

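None of these comparisons used a test chosen only after the result was seen, and all alternatives named were set before the data were examined. The variance on the first principal component was 43.9%, against the paper's about 28% in Fig. 2a, read by eye. Unsigned values are counted as different, and a gap as open, where one is more than 1.5 times the other. By this criterion the gap closed with all genes (27.0%), and narrowed to within it with DESeq2's variance stabilising transformation (41.7%), with genes of at least 10 counts in every library (39.4%) and without mature blood cell and sex-linked genes (35.2%), and in 2 of 15 fits that left out 1 library (40.7% and 41.2%). It stayed open with a prior count of 2 (45.8%) and without predicted genes (47.2%).

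The numbers of genes called (3120 for young against aged, 722 for young against NR-treated and 1303 for aged against NR-treated HSC) were all lower than the paper's, by less than this criterion, and with the likelihood ratio test (3498, 1073 and 1734) all were higher than the paper's, also by less. The other differences by this criterion are in adjusted p (FDR), where the paper names the likelihood ratio test and the values here are from the quasi-likelihood test. For Hspa1a between young and aged HSC the value was 0.00752, against the paper's about 9.6e-04 in Fig. 5a, read by eye, and between aged and NR-treated HSC, in units of 1e-05, it was 755 against about 7.7 in Fig. 5a, read by eye. With the likelihood ratio test these were 0.00122 (0.00122 to 0.0179 over the alternatives) and, in the same unit, 11.1 (0.000111 to 0.0165 over the alternatives as plain values), and the other 8 alternatives did not close either gap.

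For Hk2, the value between young and aged HSC was 0.000837 against the paper's 9.06e-06, and of the 10 alternatives only DESeq2 closed the gap, while the likelihood ratio test narrowed it to 1.39e-05 (6.23e-06 to 0.00242 over the alternatives). Between aged and NR-treated HSC it was 0.0602 against the paper's 0.0397, and the likelihood ratio test (0.0433, with 0.0284 to 0.218 over the alternatives), DESeq2, limma-voom, fits of only the 2 groups and the replicate block closed it, while the other 5 did not. For Foxk1 it was 0.0107 against the paper's 0.00591 between young and aged HSC, closed by the likelihood ratio test, limma-voom and the fit without predicted genes only, and 0.0325 against the paper's 0.0212 between aged and NR-treated HSC, closed by the likelihood ratio test and limma-voom only. For Idh1 between aged and NR-treated HSC it was 0.0188 against the paper's 0.00269, closed by the likelihood ratio test and DESeq2 only.

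For Cox7a2l it was 0.00589 against the paper's 0.00358 between young and aged HSC, closed by limma-voom only and 0.00231 with the likelihood ratio test (0.000348 to 0.0273 over the alternatives), and 0.0133 against the paper's 0.00542 between aged and NR-treated HSC, closed by the likelihood ratio test and limma-voom only. For Ndufc2 between aged and NR-treated HSC it was 0.0188 against the paper's 0.0112, closed by the same tests only. For Cd38 it was 0.000325 against the paper's 1.16e-07 between young and aged HSC, where none of the 10 alternatives closed the gap and the likelihood ratio test narrowed it to 2.77e-07 (3.88e-08 to 0.000964 over the alternatives), and 0.0247 against the paper's 0.00474 between aged and NR-treated HSC, closed by the likelihood ratio test and DESeq2 only. For Sirt3 between aged and NR-treated HSC it was 0.0340 against the paper's 0.0218, closed by the likelihood ratio test, limma-voom, library totals, genes of at least 10 counts and the fit without predicted genes only. Among the 15 fits that left out 1 library, the gap closed in 1 for Hspa1a between young and aged HSC, in 2 for Foxk1 and 2 for Cox7a2l in that comparison, and between aged and NR-treated HSC in 5 for Hk2, 5 for Foxk1, 1 for Idh1, 1 for Cox7a2l, 2 for Ndufc2 and 3 for Sirt3. It closed in none of these fits for the other adjusted p.

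The paper lists Hk2 among genes that change with NR in aged HSC. Here it was not called, with an adjusted p of 0.0602, and passed 0.05 with the likelihood ratio test, DESeq2, limma-voom, fits of only the 2 groups and the replicate block, and in 3 of 15 fits that left out 1 library (young replicate 2, young replicate 5 or NR-treated replicate 4). The paper places NR-treated HSC between young and aged HSC on the PCA. Here the mean on the first component was -13.9 for NR-treated and -6.23 for young HSC with the 500 most variable genes. It lay between the other groups with all genes, with genes of at least 10 counts, without mature blood cell and sex-linked genes and, with the 500 most variable genes, without young replicate 3. The paper places NR-treated HSC closer to young than to aged HSC. Here the ratio of mean distances was 0.978, and Ward's first branch set all 5 aged libraries apart. By this ratio, 2 of 5 NR-treated mice were nearer to young HSC. That number was 5 of 5 without young replicate 3, and 1 of 5 with genes of at least 10 counts in every library. The ratio also rises with the spread among young libraries, which was larger (69.4) than among aged libraries (59.7). It therefore does not settle the position of the group means.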

Other observations

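None of the tests in this part was chosen only after the result was seen. Of the genes higher after NR treatment, 47.2% were predicted genes, clones or pseudogenes, against 24.4% of all genes. Low expression alone did not account for this, since 1000 draws of genes matched for expression had a mean of 26.3% and a highest value of 31.7%. After thinning to the smallest total the share was 34.3% of 181 genes, so depth may account for part of it. How much of the rest depends on depth was not determined. No biological explanation was tested.

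The mitophagy score was higher in NR-treated than in aged HSC. Of 10000 sets of genes matched for expression, 1.24% had a difference as large, and 0.55% and 1.12% of sets matched also for transcript length and GC content. With the listed mature blood cell genes left out of the ranking the difference was 0.0463, but so few genes were removed that this test could hardly have come out otherwise. A link to mitophagy itself was not tested.

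The score of immediate early genes was lower in NR-treated than in aged HSC by a difference of -1.06 (exact permutation test, two-sided, p = 0.0159; Benjamini-Hochberg 0.0423 over 24 comparisons). The Spearman correlation of the fold change with transcript length was -0.13 for young against aged, -0.15 for young against NR-treated and 0.03 for aged against NR-treated HSC. Of the 1303 genes called between aged and NR-treated HSC, 1255 (96.3%) are among the paper's 1608.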
